# Genome-wide analysis of plant nat-siRNAs reveals insights into their distribution, biogenesis and function

**DOI:** 10.1186/gb-2012-13-3-r20

**Published:** 2012-03-22

**Authors:** Xiaoming Zhang, Jing Xia, Yifan E Lii, Blanca E Barrera-Figueroa, Xuefeng Zhou, Shang Gao, Lu Lu, Dongdong Niu, Zheng Chen, Christy Leung, Timothy Wong, Huiming Zhang, Jianhua Guo, Yi Li, Renyi Liu, Wanqi Liang, Jian-Kang Zhu, Weixiong Zhang, Hailing Jin

## Abstract

**Background:**

Many eukaryotic genomes encode *cis*-natural antisense transcripts (*cis*-NATs). Sense and antisense transcripts may form double-stranded RNAs that are processed by the RNA interference machinery into small interfering RNAs (siRNAs). A few so-called nat-siRNAs have been reported in plants, mammals, *Drosophila*, and yeasts. However, many questions remain regarding the features and biogenesis of nat-siRNAs.

**Results:**

Through deep sequencing, we identified more than 17,000 unique siRNAs corresponding to *cis*-NATs from biotic and abiotic stress-challenged *Arabidopsis thaliana *and 56,000 from abiotic stress-treated rice. These siRNAs were enriched in the overlapping regions of NATs and exhibited either site-specific or distributed patterns, often with strand bias. Out of 1,439 and 767 *cis*-NAT pairs identified in *Arabidopsis *and rice, respectively, 84 and 119 could generate at least 10 siRNAs per million reads from the overlapping regions. Among them, 16 *cis*-NAT pairs from *Arabidopsis *and 34 from rice gave rise to nat-siRNAs exclusively in the overlap regions. Genetic analysis showed that the overlapping double-stranded RNAs could be processed by Dicer-like 1 (DCL1) and/or DCL3. The DCL3-dependent nat-siRNAs were also dependent on RNA-dependent RNA polymerase 2 (RDR2) and plant-specific RNA polymerase IV (PolIV), whereas only a fraction of DCL1-dependent nat-siRNAs was RDR- and PolIV-dependent. Furthermore, the levels of some nat-siRNAs were regulated by specific biotic or abiotic stress conditions in *Arabidopsis *and rice.

**Conclusions:**

Our results suggest that nat-siRNAs display distinct distribution patterns and are generated by DCL1 and/or DCL3. Our analysis further supported the existence of nat-siRNAs in plants and advanced our understanding of their characteristics.

## Background

Gene regulation through small non-coding RNAs has been recognized as an important mechanism for almost all cellular processes in eukaryotes. Most small RNAs (sRNAs) are processed by RNase III-type ribonuclease Dicer-like (DCL) proteins, and incorporated into Argonaute (AGO) proteins to guide gene silencing at the transcriptional level through DNA or histone modification, and at the posttranscriptional level by mRNA cleavage and degradation or translational repression [1-5]. Based on their precursor structures and biogenesis, sRNAs can be categorized into microRNAs (miRNAs) and small-interfering RNAs (siRNAs). miRNAs are derived from hairpin-structured precursors and do not depend on RNA-dependent RNA polymerases (RDRs) or RNA amplification mechanisms, whereas endogenous siRNAs (endo-siRNA) are generated from long double-stranded RNAs (dsRNAs) as a result of antisense transcription or the activity of plant-specific RNA polymerases such as RNA polymerase (Pol)IV and RDRs [6-8].

Different classes of endogenous siRNAs have been described in *Arabidopsis *based on their distinct characteristics and biogenesis pathways [3,9]. The 24-nucleotide heterochromatic siRNAs (hc-siRNAs) or repeat-associated siRNAs (ra-siRNAs) are generated by the PolIV/RDR2/DCL3 pathway and function in RNA-directed DNA methylation and histone modifications [2,10-12]. Trans-acting siRNAs (ta-siRNAs) are 21 nucleotides in length and require DCL4, RDR6, and miRNA-mediated cleavage that triggers the phased processing [3]. Long siRNAs (lsiRNAs) are 30 to 40 nucleotides in length and are dependent on DCL1, HEN1, RDR6 and PolIV [13]. lsiRNAs most likely induce decapping and 5' to 3' mRNA degradation of their targets [13]. Several *cis*-natural antisense transcripts (*cis*-NATs) have been reported to also generate siRNAs [14-18]. These so-called nat-siRNAs are induced by abiotic and biotic stresses [16,17,19] or accumulate in specific developmental stages [14,15]. The biogenesis of salt- and bacterium-induced nat-siRNAs appeared to require DCL1 and/or DCL2, RDR6, and PolIV in *Arabidopsis *[16,17]. Moreover, the expression of *ARIADNE14 *is de-repressed in *dcl1*, *hen1*, *hyl1*, *sde4*, *rdr2 *and *sgs3*, suggesting that the nat-siRNAs generated from the *ARIADNE14*/*KOKOPELLI *overlapping pair is dependent on DCL1, HEN1, HYL1, RDR2, SGS3 and PolIV [14]. The overlapping regions of some *cis*-NATs in mouse and *Drosophila *also produce endo-siRNAs, which are processed by Dcr-2 and loaded into AGO2 [20-24]. nat-siRNAs have also been found in budding yeast and *Schistosoma japonicum *[25,26]. Despite these reports, there remains a need for conclusive evidence for the occurrence of nat-siRNAs in plants [27], because their features are not well understood and a general model for their generation is still not available.

Here we report the identification of 33,826 and 162,397 siRNAs corresponding to 17,141 and 56,209 unique sequencing reads that were derived from *cis*-NATs of biotic and abiotic stress-challenged *Arabidopsis *and abiotic stress-treated rice, respectively. These siRNAs, displaying either a distributed or a site-specific pattern, were enriched in the overlapping regions and often exhibited strand bias. Genetic analysis revealed that nat-siRNAs in *Arabidopsis *were mainly generated by DCL1 and/or DCL3, and a subgroup of them was RDR- and PolIV-dependent. Furthermore, accumulation of some nat-siRNAs was regulated by biotic and abiotic stress conditions, which may contribute to plant responses to environmental stresses.

## Results

### Natural antisense transcripts and *cis*-NAT-derived siRNAs in *Arabidopsis *and rice

We sequenced a total of 21 sRNA libraries prepared from biotic and abiotic stress-treated *Arabidopsis *and abiotic stress-challenged *Oryza sativa *plants. Biotic stress datasets for *Arabidopsis *included infection of non-pathogenic *Pseudomonas syringae pv tomato *(*Pst*) DC3000 *hrcC*^-^, a virulent strain *Pst *DC3000 carrying an empty vector, and an avirulent strain *Pst *DC3000 carrying an effector gene, *avrRpt2*, as previously described [28-30]. Abiotic stresses on *Arabidopsis *and rice included salt, cold and drought treatments (see Materials and methods). We obtained a total of more than 24.6, 23.2 and 30.9 million raw sequencing reads from these biotic and abiotic stress-treated *Arabidopsis *and abiotic stress-treated rice small-RNA libraries, respectively (Additional file 1). After trimming adaptor sequences and discarding reads shorter than 17 nucleotides or longer than 28 nucleotides or of low quality, we obtained 13,985,938, 14,664,923 and 17,446,592 reads from the biotic and abiotic stress-treated *Arabidopsis *libraries and the abiotic stress-treated rice libraries that perfectly match to the *Arabidopsis *and rice genomes or cDNAs, respectively (Additional file 1). Among all the small-RNA species profiled, 24-nucleotide sRNAs were the most abundant size class (Additional file 2a). The 5'-first nucleotides of sRNAs preferentially are adenosine or uracil (Additional file 2c). In addition to a large number of miRNAs [28,29], we discovered many new endogenous siRNAs belonging to different siRNA categories. In this study, we focused on siRNAs that correspond to *cis*-NATs.

Using the *Arabidopsis *genome annotation (TAIR/NCBI version 8.0) and the rice genome annotation (MSU RGAP 6.1), we searched for pairs of genes in *Arabidopsis *and rice that overlapped more than 25 nucleotides at the same genomic loci. We thus identified 1,439 and 767 pairs of *cis*-NATs in *Arabidopsis *and rice, respectively (Table 1). *cis*-NATs can be further categorized into three groups: convergent (3'-3' overlap), divergent (5'-5' overlap), and enclosed, in which one transcript is entirely encompassed by the other. Most *cis*-NATs (1,126 and 560 pairs in *Arabidopsis *and rice, respectively) are arranged in convergent orientation (Table 1). We excluded 65 and 10 *cis*-NAT pairs in which at least one gene encodes rRNA, tRNA, small nuclear RNA (snRNA), small nucleolar RNA (snoRNA), miRNA, ta-siRNA, or transposons in *Arabidopsis *and rice, respectively, from subsequent analyses. These RNA genes or transposons are considered 'hot spots' of RNA degradation or small RNA generation and may mask the real distribution of nat-siRNAs. We also analyzed the NAT genes targeted by miRNAs to eliminate the possibility that the sRNAs that matched to the transcripts are secondary siRNAs triggered by 22-nucleotide miRNAs [31,32]. We found that At2g33810 in the At2g33810/At2g33815 pair was a target of miR156 and At1g53230 in the At1g53230/At1g53233 pair was a target of miR319. However, neither miR156 nor miR319 is 22 nucleotides, and the siRNAs generated from At2g33810 and At1g53230 were not arranged in a phasing pattern, which is a characteristic pattern of miRNA-triggered secondary siRNAs. Therefore, we retained At2g33810/At2g33815 and At1g53230/At1g53233 in our list. A total of 1,374 NAT pairs in *Arabidopsis *were used in this study. Among them, 186 genes (6.8% of 2,748 NAT genes) are annotated as 'other RNAs'. They are most likely non-coding RNAs or RNAs with potential to encode very short proteins or peptides.

**Table 1:** Different types of *cis*-NATs identified in *Arabidopsis *and rice and *cis*-NATs that generated *cis*-nat-siRNAs

Type of *cis*-NAT pairs	All pairs	All pairs analyzed	Pairs with >10 siRNA reads in OR (%)^a^	Pairs with siRNAs only in the OR (%)^b^	Pairs with siRNAs >2-fold enriched in OR (%)^b^	Pairs with siRNAs of strand bias (>2-fold) (%)^b^
*Arabidopsis*						
Convergent	1,126	1,103	23 (2.1%)	5 (21.7%)	9 (37.5%)	13 (54.2%)
Divergent	142	127	22 (17.3%)	4 (18.2%)	5 (20.0%)	11 (44.0%)
Enclosed	171	144	39 (27.1%)	7 (17.9%)	10 (23.8%)	22 (52.4%)
Total	**1,439**	**1,374**	**84 (6.1%)**	**16 (19.0%)**	**24 (26.4%)**	**46 (50.5%)**
						
Rice						
Convergent	560	551	68 (12.3%)	20 (29.4%)	31 (45.6%)	36 (52.9%)
Divergent	100	99	12 (12.1%)	1(8.3%)	3 (25.0%)	4 (33.3%)
Enclosed	107	107	39 (36.4%)	13 (33.3%)	11 (28.2%)	23 (59.0%)
Total	**767**	**757**	**119 (15.7%)**	**34 (28.6%)**	**45 (37.8%)**	**63 (52.9%)**

OR, overlap region of a *cis*-NAT transcript pair. ^a ^The percentage of *cis*-NAT pairs in all *cis*-NAT pairs analyzed. ^b ^The percentage of the specified *cis*-NAT pairs in the corresponding regions with siRNAs.

We searched our small RNA deep-sequencing libraries for reads that matched perfectly (that is, no mismatches) to the *cis*-NATs. We found that 84 (6.1% of 1,374) and 119 (15.7% of 757) of the *Arabidopsis *and rice *cis*-NAT pairs, respectively, gave rise to at least 10 sRNAs per one million total genome-mapped reads from the overlapping regions of the *cis*-NATs in all the libraries (Table 1; Additional file 3). Interestingly, among the 84 *Arabidopsis *NAT pairs, 54 pairs have one transcript (32.1% of 168 genes) annotated as 'other RNAs' (Additional file 4), suggesting that non-coding antisense RNAs are more likely to generate siRNAs. A total of 33,826 and 162,397 siRNAs corresponding to 17,059 and 56,209 unique reads were derived from *cis*-NATs in *Arabidopsis *and rice, respectively (Table 2). As shown in Additional file 2, nat-siRNAs are mainly 21 and 24 nucleotides in length, whereas in the total small RNA population, the 24-nucleotide siRNAs are the most abundant species. The first-nucleotide distribution for the nat-siRNAs was similar to that of the total sRNAs (Additional file 2).

**Table 2:** The numbers of nat-siRNAs from the entire regions of *cis*-NATs, overlap regions of *cis*-NATs, introns in entire regions of *cis*-NATs and introns in overlap regions of *cis*-NATs in *Arabidopsis *and rice

	*Arabidopsis*		Rice	
		
Origin of nat-siRNAs	Total	Unique	Total	Unique
Entire NATs	33,826	17,059	162,397	56,209
Introns in entire NATs	14,500	6,988	88,605	29,654
OR of NATs	10,429	6,532	27,852	10,761
Introns in OR of NATs	4,367	2,350	14,207	5,494

Raw reads of siRNAs that perfectly mapped to the *Arabidopsis *and rice genomes were analyzed here. OR, overlap region.

Within the three types of *cis*-NATs, enclosed *cis*-NATs have the highest percentages for producing siRNAs, that is, 39 (27.1% of 144) and 39 (36.4% of 107) of the enclosed *cis*-NATs in *Arabidopsis *and rice, respectively, generated siRNAs (Table 1). Among the 84 and 119 *cis*-NAT pairs that produce more than 10 siRNAs per million reads in the overlapping regions in *Arabidopsis *and rice, respectively, 16 and 34 pairs (19.0% and 28.6%) have siRNAs exclusively in the overlapping regions (Table 1, Figures 1a-i and 2a). To determine if siRNAs were truly enriched in the overlapping regions of NATs, we took into consideration the length differences between the overlapping and non-overlapping regions of *cis*-NATs by comparing the densities of siRNAs in these two regions. A statistical test showed that the density of siRNAs in the overlapping regions was more than six times that in the non-overlapping regions, with *P*-values of 0.0077 and 0.0242 in *Arabidopsis *and rice, respectively (see Materials and methods). To further explore whether *cis*-NATs have a higher likelihood to give rise to siRNAs than other protein-coding genes, we computed the densities of sRNAs in the 3'-UTR overlapping regions of convergent *cis*-NATs and 5'-UTR overlapping regions of divergent *cis*-NATs, and the siRNA densities in the 3'-UTRs and 5'-UTRs of protein-coding genes that were not involved in NATs, respectively (see Materials and methods). We then compared the density of siRNAs in the convergent *cis*-NATs with the density of siRNAs in the 3'-UTR of non-NAT genes in *Arabidopsis*; similarly, we compared divergent *cis*-NATs with the 5'-UTR of non-NAT genes. The densities of siRNAs in divergent 5' and convergent 3' *cis*-NATs were statistically greater than that of the 5'- and 3'-UTRs of non-NAT genes, with *P*-values of 0.0366 and 0.0438, respectively. These results confirmed that *cis*-NATs were more likely than non-NAT genes to generate siRNAs. This is further supported by the study of Argonaute-associated sRNAs, which indicated that *cis*-NATs generated 2.29 times more sRNAs than other gene transcripts [33]. Our results were also consistent with that of animal endo-siRNAs, which are also enriched in the overlapping regions of *cis*-NATs, for example, more than ten-fold enrichment in *Drosophila *[21-23,25,34].

**Figure 1:**
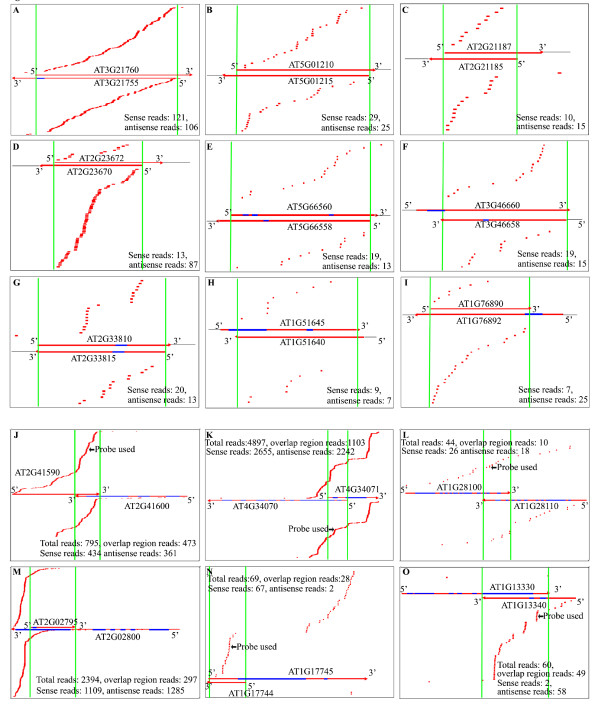
**Distinct distribution patterns of *Arabidopsis *nat-siRNAs**. **(a-i) ***Arabidopsis *nat-siRNAs displaying a distributed pattern and exclusively derived from the overlapping regions. **(j-o) ***Arabidopsis *nat-siRNAs displaying a distributed pattern but derived from both the overlap region and non-overlap region. sRNAs matching the upper and lower strands are displayed above and below the NAT pairs, respectively. The red regions on the gene model represent exons, whereas the blue regions represent introns. The region between the green lines represents the overlapping region of the NATs. siRNAs probed are indicated by black arrows.

**Figure 2:**
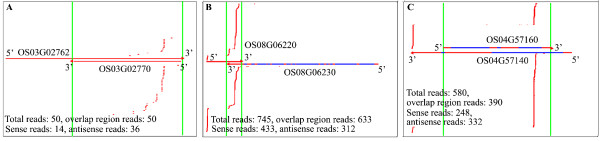
**Distribution of rice nat-siRNAs with distribution pattern OS03G02762/OS03G02770 (a) and OS08G06220/OS08G06230 (b) or site-specific pattern OS04G57140/OS04G57160 (c)**. Strands above or under the NAT pairs represent sRNAs positively or negatively mapping to the upper strands. In the gene model, exons and introns are indicated by red regions and blue regions, respectively. The overlapping regions of the NATs are indicated by green lines.

The distribution of siRNAs along the *cis*-NATs display two distinct patterns, one is the distributed pattern with siRNAs scattered along the overlapping regions or across the entire transcripts (Figures 1 and 2a, b), and the other is the site-specific pattern with siRNAs derived from one or a few specific sites (Figures 2c and 3) (see Materials and methods for additional details). We identified 9 site-specific patterns from *Arabidopsis *and 23 from rice (Additional files 5 and 6). Because RNA secondary structure analysis at these specific sites using RNAFold [35] revealed no obvious stem-loop structures, these regions were unlikely to harbor new miRNA genes or nat-miRNA genes as described [36], although we are aware of the limitation of RNAfold. Moreover, 46 and 63 (50.5% and 52.9%) *cis*-NAT pairs in *Arabidopsis *and rice, respectively, exhibited strand bias in generating nat-siRNAs with different directions (with more than two-fold change) (Table 1**)**.

**Figure 3:**
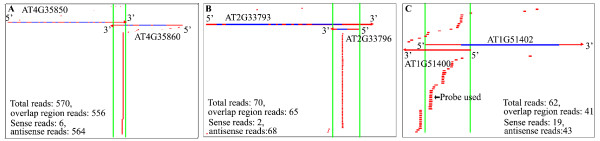
**Site-specific patterns of *Arabidopsis *nat-siRNAs At4g35850/At4g35860 (a), At2g33793/At2g33796 (b), and At1g51400/At1g51402 (c)**. siRNAs that positively or negatively map to the upper genes are present above or under the gene pair, respectively. The introns of *cis*-NATs are represented by blue strands and overlapping regions of *cis*-NATs are shown by green lines. The black arrow represents the siRNAs detected by Northern blot.

### Requirement of DCL1 and/or DCL3 for the accumulations of nat-siRNAs

To experimentally characterize the nat-siRNAs, we examined the expression of 15 new nat-siRNAs identified in *Arabidopsis *with relatively high numbers of reads. In addition to nat-siRNAATGB2, another 6 out of the 15 nat-siRNAs that we examined showed clear siRNA signals by small RNA Northern blot analysis using locked nucleic acid (LNA) probes (indicated by black arrows in Figures 1 and 3; probes used are listed in Additional file 7), which enabled us to study their biogenesis by examining their expression in small RNA pathway mutants. The biogenesis of the site-specific nat-siRNA generated from the divergent pair At1g51400/At1g51402 (referred to as nat-siRNA1g51400; Figure 3c) was dependent on DCL1 and HEN1, but did not require any RDRs or PolIV (Figure 4a). Similarly, the nat-siRNA generated from the convergent pair At2g41590/At2g41600 with a distributed pattern (referred to as nat-siRNA2g41590; Figure 1j) was also DCL1-dependent but RDR- and PolIV-independent (Figure 4b). Both nat-siRNAs were 21 nucleotides in length. Previous studies have shown that the biogenesis of bacterial-induced nat-siRNAATGB2, and the accumulation of some of the salt-induced nat-siRNASRO5 and development-associated nat-siRNAKPL also depended on DCL1 [14,16,17].

**Figure 4:**
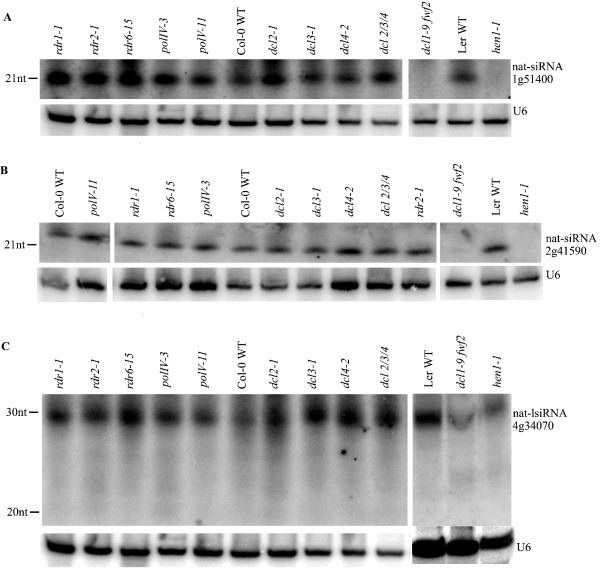
**Biogenesis of nat-siRNAs that depend on DCL1**. **(a-c) **Accumulation of nat-siRNA1g51400 (a), nat-siRNA2g41590 (b) and nat-lsiRNA4g34070 (c) is shown in various *dcl*, *rdr*, *polIV *and *polV *mutants. Total RNA (75 to 100 μg) was used for Northern blot analysis. LNA probes complementary to each nat-siRNA were used. U6 was an internal control to show equal loading. The same results were obtained from two biological replicates.

We found that the convergent NAT pair At1g13330/At1g13340 (Figure 1o) could produce two classes of siRNAs, 21-nucleotide and 24-nucleotide siRNAs (referred to as nat-siRNA1g13340) from the same site (Figure 5a). Genetic analysis revealed that the 21-nucleotide siRNAs were DCL1-dependent, whereas the 24-nucleotide siRNAs were DCL3-dependent. Furthermore, we found that two other 24-nucleotide nat-siRNAs with a distributed pattern, nat-siRNA1g28100 generated from NAT pair At1g28100/At1g28110 (Figure 1l) and nat-siRNA1g17745 generated from NAT pair At1g17744/At1g17745 (Figure 1n), were also dependent on DCL3 (Figure 5b, c). Interestingly, all the DCL3-dependent 24-nucleotide nat-siRNAs examined are dependent on RDR2 and PolIV (Figure 5), while only some of the 21-nucleotide nat-siRNAs are dependent on RDRs and PolIV [14,16,17]. Deep sequencing results showed that 82 out of the 84 *cis*-NAT pairs gave rise to two classes of siRNAs, 20- to 22-nucleotide and 23- to 28-nucleotide siRNAs in the overlapping regions, while the remaining two pairs gave rise to the 20- to 22-nucleotide class only (Additional file 4). Thus, our results suggested that the *cis*-NATs have the potential to be processed by both DCL1 and DCL3.

**Figure 5:**
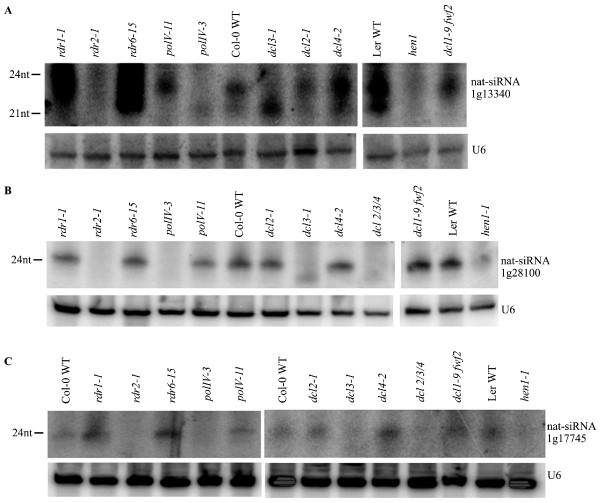
**Biogenesis of nat-siRNAs that depend on DCL3**. **(a-c) **Accumulation of nat-siRNA1g13340 (a), nat-siRNA1g28100 (b) and nat-siRNA1g17745 (c)Total RNA (75 to 100 μg) of distinct *dcl*, *rdr*, *polIV *and *polV *mutants and corresponding WT are probed by LNA probes indicated in Figures 1 and 3. U6 was used as a loading control. Similar results were obtained in two biological repeats.

### nat-siRNAs generated from introns

In both plants and animals, nat-siRNAs are derived from NAT mRNAs and mainly function post-transcriptionally [16,17,23]. This was also supported by our observation that some NATs with distributed nat-siRNAs predominantly appeared in exonic regions of protein coding genes, for example, At2g33810/At2g33815, At1g13330/At1g13340, OS08g06220/OS08g06230, and At4g35850/At4g35860 (Figures 1g, o, 2b and Figure 3a). However, based on the *Arabidopsis *genome annotation (TAIR version 8), we found that 383 of the 1,374 *cis*-NAT pairs (27.9%) contain introns in the overlapping regions. Among them, 45 (11.7%) have siRNAs mapped to introns. Examples are shown for At2g41590/At2g41600, AT434070/At4g34071 and At2g02795/At2g02800 (Figure 1j, k, m). In rice, 346 of 757 (45.7%) *cis*-NAT pairs contain introns in the overlapping regions; one example is shown for OS04g57140/OS04g57160 in Figure 2c. A substantial number of nat-siRNAs originated from such introns within NATs, as listed in Table 2 and Additional files 8 and 9. Similarly, it has been reported that a large number of siRNAs are also generated from the introns of several *cis*-NATs in *Drosophila *[23]. It is possible that the intronic nat-siRNAs are generated from pre-mRNAs in the nucleus before the introns are spliced out.

To confirm these intron-derived nat-siRNAs, we validated the candidates in small RNA biogenesis mutants. Although the total number of siRNAs from the entire overlapping regions might be large, the reads for individual siRNAs were still low. Most of the siRNAs examined were below the detection level of Northern blot analysis except one siRNA that is derived from an intron-exon junction of At4g34070 in the overlapping region of the divergent NAT pair At4g34070/At4g34071 (Figure 1k). We detected a distinct 30-nucleotide siRNA band using a 24-nucleotide probe. Because we used a 18- to 26-nucleotide size-fractionated small-RNA population for constructing our small-RNA libraries, lsiRNAs were excluded from our small-RNA sequencing dataset. To determine whether it was a new lsiRNA like the ones we detected before [13], or just a degradation product, we examined the dependence of this 30-nucleotide siRNA on components of the small RNA biogenesis pathways. We found that the generation of this siRNA depended on DCL1 and HEN1, but not on DCL3, or any RDRs, PolIV or PolV, indicating that it was a new lsiRNA but not a hc-siRNA (Figure 4c). It is worth noting that the reported AtlsiRNA-1 is also dependent on DCL1 and HEN1 [13]. These results suggested that a subgroup of nat-siRNAs was likely to be generated from pre-mRNAs.

### Some nat-siRNAs regulate the expression of their cognate NAT mRNAs in cis

We found that siRNAs from some *cis*-NATs accumulated to different levels in different libraries (Additional files 10 and 11). Eighty *cis*-NAT pairs in *Arabidopsis *and 37 *cis*-NAT pairs in rice displayed a more than two-fold difference of siRNA accumulation in the overlap regions under at least one stress condition as compared with mock-treated samples. This result suggested that these nat-siRNAs were likely to regulate expression of the NATs under stress conditions, although more experiments are needed to validate and confirm these changes.

To determine the regulatory function of nat-siRNAs on their NAT transcripts in *cis*, we performed computational analysis using *dcl1*-*7 *and *dcl3*-*1 *(inflorescence tissue) microarray data generated by the Carrington lab [37] (see Materials and methods), because DCL1 and DCL3 are responsible for nat-siRNA biogenesis. Of the 84 pairs of *cis*-NAT genes, 93 genes from 78 pairs were present on the 22-K microarray chip. Of the 93 *cis*-NAT genes, 22 (23.7%) exhibited a greater than 1.5-fold up-regulation in the *dcl1*-*7 *mutant compared to the wild type (WT) control (*P*-value < 0.05; Additional file 12). As a comparison, only 176 out of 2,215 (7.9%) total NAT genes were up-regulated. Although we cannot absolutely rule out the possible small RNA-independent function of DCL1 on the accumulation of miRNA targets [38], the result that more siRNA-associated NATs (23.5%) were regulated by DCL1 than total NATs (7.9%) strongly suggests that these small RNA-producing *cis*-NATs were more prone to down-regulation by DCL1-dependent nat-siRNAs. However, we did not find any of the 93 NAT genes that were up-regulated more than 1.5-fold in *dcl3*, suggesting that the DCL3-dependent nat-siRNAs may not be directly involved in the expression regulation of the NAT transcripts.

To confirm the results from the microarray analysis and to examine the expression of some siRNA-targeting NAT transcripts that were not present on the chip or were not identified from the analysis, we used real-time RT-PCR to examine their expression in the WT, *dcl3*-*1 *and *dcl1*-*7 fwf2 *double mutant plants. We chose to use the double mutant instead of the *dcl1*-*7 *single mutant because the *fwf2 *mutant, which carries a mutation in the *ARF8 *gene [39,40], largely rescued the pleiotropy and fertility defects of *dcl1*-*7 *[41,42]. We found that the accumulation of At1g51402 and At1g13330 increased six and four times more, respectively, in the *dcl1*-*7 fwf2 *mutant than in WT plants (Figure 6), indicating that the antisense transcripts were no longer suppressed when nat-siRNA1g51400 and nat-siRNA1g13340 were not produced. For At2g41590/At2g41600 and At4g34070/At4g34071 pairs that produce siRNAs from both strands and have less strand bias, both sense and antisense transcripts were up-regulated in the *dcl1*-*7 fwf2 *mutant compared to the WT, suggesting that both transcripts were under the regulation of nat-siRNAs (Figure 6). Although it has been shown that the *arf8 *mutation does not interfere with miRNA-mediated gene silencing or RNAi or small RNA generation [39,40], it is still possible that up-regulation of these NAT transcripts in the *dcl1*-*7 fwf2 *double mutant is due to the *fwf2 *mutation that is sRNA-independent. To test this possibility, we also examined the expression levels of these NAT genes in the *fwf2 *single mutant. As shown in Additional file 13, in the *fwf2 *single mutant, there was no clear induction of these NAT transcripts except for At1g13340. Both transcripts of the At1g13340/Ag1g13330 pair were induced in the *dcl1*-*7*/*fwf2 *double mutant and At1g13340 was induced to a similar extent in both single and double mutants (about two-fold), suggesting that the up-regulation of At1g13340 was mainly due to the *arf8 *mutation whereas induction of At1g13330 was attributable to the de-repression of small RNA-mediated silencing by the mutation in DCL1. sRNAs generated from this pair had a strong strand bias (Figure 1o), were predominantly generated from At1g13340 and targeted At1g13330. These results correlated well with our real-time RT-PCR results. In summary, these data indicated that the expression of NAT transcripts was regulated by the small RNAs generated from DCL1.

**Figure 6:**
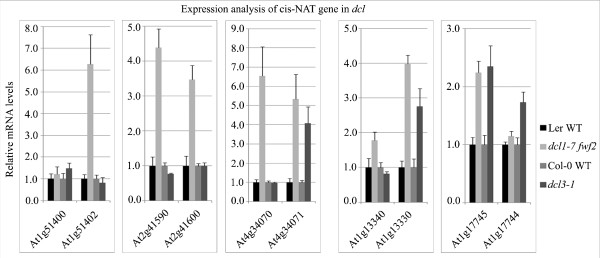
**Expression of the NAT transcripts is increased in *dcl1*-*7 fwf2 *and *dcl3*-*1 *mutants**. Expression was examined by quantitative RT-PCR and *Actin2 *was used as an internal control. Total RNA (5 μg) was treated with DNaseI and then subjected to reverse transcription. Error bars indicate standard deviations derived from three technical replicates. Similar results were obtained from two biological replicates.

We found that only three out of the ten transcripts that we tested showed an increase in the *dcl3*-*1 *mutant compared to WT (Figure 6), suggesting that some 24-nucleotide nat-siRNAs are still able to regulate the expression of NAT transcripts, although a majority of the NATs were not affected by the 24-nucleotide siRNAs.

To further analyze the function of these nat-siRNAs, we searched the publicly available deep sequencing datasets of the AGO-associated small-RNAs in *Arabidopsis *for the nat-siRNAs in the overlap regions we identified [43,44]. As shown in Additional file 14, the 20- to 22-nucleotide nat-siRNAs were mainly loaded into AGO2, the Argonaute protein that predominately binds 21-nucleotide sRNAs and contributes to anti-viral and anti-bacterial resistances [45-48]. Interestingly, the 23- to 26-nucleotide long nat-siRNAs were loaded into both AGO1 and AGO4, the Argonaute proteins responsible for mRNA cleavage and DNA methylation, respectively [49,50].

## Discussion

We identified 17,141 and 56,209 unique nat-siRNA sequences originating from *cis*-NATs in biotic and abiotic stressed *Arabidopsis *plants and abiotic stress-challenged rice, respectively. These siRNAs are enriched in the overlapping regions of *cis*-NAT pairs and display distributed or site-specific patterns.

Our biogenesis analysis suggested that the siRNAs from *cis*-NATs were dependent on DCL1 and/or DCL3. Deep sequencing results showed that 82 out of the 84 *cis*-NAT pairs that generated siRNAs in the overlapping regions gave rise to two classes of siRNAs, 20- to 22-nucleotide and 23- to 28-nucleotide nat-siRNAs, while only two pairs of NATs gave rise to one class of 20- to 22-nucleotide siRNAs (Additional file 4). The 20- to 22-nucleotide nat-siRNAs are generated by DCL1, whereas the 23- to 28-nucleotide nat-siRNAs were DCL3-dependent (Figures 4 and 5). We also provide an example that a DCL1-dependent 21-nucleotide nat-siRNA and a DCL3-dependent 24-nucleotide nat-siRNA were generated from the same site in the overlapping region of a NAT pair (Figure 5a). These two classes of sRNAs have also been observed in transgene silencing, viral RNA silencing and endogenous inverted repeat (IR) loci, where long double-stranded precursors or intermediates are formed [51-55]. Different kinds of transgenic constructs can generate different types of sRNAs: sense transgenes mainly generate 21- and 22-nucleotide siRNAs by DCL2 [56]; IR transgenes generate both 21- and 24-nucleotide siRNAs by DCL4 and DCL3, respectively, or mainly 21-nucleotide siRNAs by DCL4 [55-58]; DCL1 and DCL2 are also involved in the generation of siRNAs induced by IR transgenes [56]. Similarly, the 21-nucleotide, 22-nucleotide and 24-nucleotide endogenous siRNAs are processed by DCL4, DCL2 and DCL3, respectively, from endogenous IR loci [52,53]. DCL1 is required for the accumulation of 21- and 24-nucleotide siRNAs processed from IR transgenes or 22- and 24-nucleotide siRNAs processed from certain endogenous IR loci [53,59]. Viral RNAs are processed into 21- and 24-nucleotide siRNAs by DCL4 and DCL3, respectively, and DCL2 processes viral RNAs into 22-nucleotide siRNAs when DCL4 is suppressed or inactivated [60-64]. Furthermore, some endogenous miRNAs in *Arabidopsis *and rice also generate two distinct sizes of DCL1-dependent short miRNAs and DCL3-dependent long siRNAs or miRNAs at the same sites [28,65]. Our results suggest that, like the endogenous IR loci, transgene loci and viral replicons as well as *cis-*NAT sense and antisense transcripts form double-stranded RNAs that can potentially be processed by DCL1 and/or DCL3 to generate 20- to 22-nucleotide short siRNAs and 23- to 28-nucleotide long siRNAs, respectively. In this regard, the previously reported apparent DCL2 dependence of a 24-nucleotide nat-siRNA [17] is intriguing and needs to be re-examined.

By examining the expression of NAT transcripts that are complementary to the siRNAs and analyzing published microarray data, we found that many 21-nucleotide nat-siRNAs were able to regulate the accumulation of their target transcripts (Figure 6; Additional file 12), which was consistent with the function of reported 21-nucleotide nat-siRNAs processed by DCL1 [14,16,17]. However, only a small number of NATs targeted by siRNAs were up-regulated in the *dcl3 *mutant, suggesting that only a fraction of the 24-nucleotide class of siRNAs may regulate gene expression directly. Similar results were observed in the viral-derived 24-nucleotide siRNAs. Although 24-nucleotide viral siRNAs are as abundant as 21-nucleotide and/or 22-nucleotide siRNAs, they can neither silence viral RNAs nor suppress viral infection [60-64]. Endogenous 24-nucleotide siRNAs are mainly generated by the DCL3/RDR2/PolIV pathway, and are often associated with AGO4 and AGO6 and mainly direct DNA methylation or chromatin modification [49,50,54,66]. We found that the generation of the DCL3-dependent 23- to 28-nucleotide nat-siRNAs also required RDR2 and PolIV. Further studies are necessary to determine whether these 23- to 28-nucleotide nat-siRNAs can also direct DNA methylation or histone modification at their NAT loci.

We observed two major distribution patterns of nat-siRNAs - distributed and site-specific - in *Arabidopsis *and rice. We found that the site-specific nat-siRNAs tested were generated by DCL1. Because of its predominant role in processing hairpin structures into miRNAs, DCL1 is generally assumed to be capable of recognizing certain RNA secondary structures. The sense and antisense transcripts in a NAT pair are transcribed separately, and their overlapping regions may interact to form a dsRNA. In this partially dsRNA duplex, complex secondary structures may arise, which are recognized by the versatile DCL1 enzyme, and thus are processed to yield site-specific nat-siRNAs, or possibly distributed nat-siRNAs, depending on what secondary structures are formed and recognized by DCL1. It is also possible that these apparently site-specific nat-siRNAs may be generated across the whole overlapping region first as the distributed ones, but only specific siRNAs from particular sites are stable and thus accumulated, while the rest are degraded.

We showed that RDRs were not always required for nat-siRNA formation (Figure 4a-c), which suggested that the dsRNAs formed within the overlapping regions of the sense and antisense transcripts were sufficient for producing nat-siRNAs in such cases. As for the nat-siRNAs that do require RDRs [13,16,17], they were not completely eliminated in the *rdr *mutants. The partial dependence on RDRs suggested that these nat-siRNAs could be primarily generated from the dsRNA regions formed within overlapping sense-antisense transcripts, and then may be amplified by RDRs in a secondary amplification step. However, because the enrichment of *cis*-NAT-generated siRNAs compared to all genic siRNAs is relatively weak, one should not automatically assume that siRNA clusters corresponding to the *cis*-NAT genes are always caused by the *cis*-NAT configuration; it is possible that some siRNAs may coincidentally be in a *cis*-NAT region. Nevertheless, our observation of some siRNA clusters that appear exclusively in the overlapping regions of NATs strongly supports that at least some siRNAs are indeed caused by the *cis*-NAT configuration.

We also found that many nat-siRNAs were derived from introns or intron-exon junctions. It has been shown that the sense/antisense dsRNA pairs in vertebrates are processed in the nucleus but not the cytoplasm [67,68]. Therefore, some plant nat-siRNAs may also be produced in the nucleus before introns are spliced out from the NATs. Moreover, we found a new *Arabidopsis *lsiRNA, lsiRNA4g34070, which was generated from the exon-intron junction of a NAT pair. Similar to AtlsiRNA-1, lsiRNA4g34070 was processed by DCL1.

The extent of transcript overlap within each *cis*-NAT may differ from the TAIR annotations and requires careful examinations. For example, recent 3' rapid amplification of cDNA ends (RACE) experiments revealed that the major *SRO5 *transcripts (data not shown) are shorter than previously indicated [17], although the experiments also showed a longer *SRO5 *transcript that extends beyond the detected nat-siRNAs (GenBank accession JQ513374). Some genes such as *AGO3 *were annotated in the TAIR database as having no 3'-UTRs, but longer 3'-UTRs for some of these genes have been recovered by 3'-RACE in our labs and others. It appears that many genes have multiple forms of transcripts with various lengths of 3'-UTRs.

Plant nat-siRNAs have been shown to regulate gene expression in stress responses or under specific developmental stages [16,17]. In this study, we identified new nat-siRNAs that appeared to regulate the expression of their NAT mRNAs, which may contribute to gene expression reprogramming and fine-tuning in response to environmental stresses. NATs are widespread in eukaryotic organisms [19,69-72]. The expression of antisense transcripts may differ among different cell types or under different environmental conditions [19,73]. It is likely that different sets of nat-siRNAs may be generated from NATs in response to different developmental and environmental cues, and therefore play a broad regulatory role in gene expression under specific conditions. Several reported nat-siRNAs, such as nat-siRNASRO5, nat-siRNAATGB2 and nat-siRNAKPL, are induced under stress or appear at specific developmental stages and suppress the expression of their antisense transcripts post-transcriptionally [14,16-18,69]. Similar examples have also been observed in animal systems, for example, the siRNAs from the SIC34a1 gene pair are only generated from mouse kidney and testis [67]. Moreover, many *cis*-NAT gene pairs in mammalian brain, including the genes involved in Alzheimer's disease and LRRTM1/Ctnna2, a pair of *cis*-NAT genes that participates in schizophrenia, can generate nat-siRNAs [74]. A lot of these nat-siRNAs are up-regulated in olfactory discrimination training [74]. Therefore, most of the reported nat-siRNAs are generated under specific developmental or environmental conditions. In this study, we detected bacterial-induced nat-siRNAATGB2 [16], as well as another siRNA that is in phase with nat-siRNAATGB2 (Figure 3a; Additional file 10) by deep sequencing, whereas the developmental stage-specific nat-siRNA nat-siRNAKPL was not present in our database [14]. The salt-induced nat-siRNAs from the SRO5-P5CDH pair were also present in this dataset, but the number of reads was below our cutoff threshold (minimum ten reads per million total match reads in the overlapping region), so it was not included in our list. In order to be consistent with other abiotic stress treatment, the salt treatment condition in this study was different from that in the published work [17]. However, more SRO5-P5CDH siRNAs were detected from two other salt-treated small RNA libraries in a separate study (Additional file 15; Gene Expression Omnibus (GEO) accession number GSE33642). It is worth noting that our genome-wide analysis on nat-siRNA-targeting NAT transcripts used the microarray result generated from healthy inflorescences (GEO accession number GSE2473), which may miss some NAT transcripts that are regulated by siRNAs at a different developmental stage or under specific environmental conditions. In addition, we cannot rule out the possibility that some of the nat-siRNAs regulate the expression of their targets by translational inhibition and therefore cannot be directly detected at the mRNA level by microarray or real-time RT-PCR experiments.

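In the separate study, small RNAs from shoots were sequenced on an Illumina Genome Analyzer in 3 libraries, 1 for each preparation and treatment, without replicates and without untreated plants. The 2 salt libraries were made from 10-day-old plants of the Columbia accession treated with 300 mM NaCl for 5 h. The cold library was made from 15-day-old plants kept at 5 °C for 24 h, which belonged to a Columbia line with the gl1 mutation (no leaf hairs) and a luciferase reporter under the stress-responsive RD29 promoter. All plants had been grown at 22 °C with 16 h of light, and RNAs of 18 to 30 nt were recovered from a gel. For the cold library and the salt library called 5'-phosphate-dependent here, the 5' adaptor was joined to the RNAs as isolated, a reaction that takes RNAs with a 5' monophosphate. For the salt library called 5'-phosphate-independent here, the 5' phosphates were removed before the 3' adaptor was joined and put back before the 5' adaptor was joined, so that RNAs with other 5' ends also entered the library. The authors deposited every distinct sequence with the count of its reads, without normalization, and how adaptors and low-quality reads were removed from these tables is not given in the sources used here. The counts summed to 19547356 reads of 4854963 distinct sequences in the 5'-phosphate-dependent salt library, 11606260 reads of 1683157 sequences in the 5'-phosphate-independent salt library and 23258893 reads of 5619245 sequences in the cold library. Reads of 17 to 28 nt, the length limits of the paper, were matched without mismatches to both strands of the TAIR10.1 genome, whereas the paper used TAIR8. A perfect match was found for 17259979, 9871813 and 18109112 of these reads, respectively (88.7%, 85.7% and 87.6%), and read numbers are given per 1000000 of these reads (RPM). A count of 0 allows up to 0.174, 0.304 and 0.166 RPM, respectively (3 counts). Reads matching annotated rRNA, tRNA, snRNA or snoRNA genes or pseudogenes, which made up 31.4%, 35.8% and 29.3% of the matched reads, were then removed. The paper removed reads of transposons and of repeats as well. Pseudogenes stand in for the transposons here because the annotation has no class for transposon genes, and reads of other repeats were kept. Reads of 10 protein-coding genes whose descriptions mention transposons were removed as well, although most of these genes are not transposons. A read with several perfect matches was counted at each locus, and 35.2%, 14.0% and 46.9% of the matched reads had 1 match in the genome. Intervals are 95% confidence intervals, exact Poisson for RPM, Clopper-Pearson for shares and exact conditional for ratios, and they cover counting error only, since PCR copies were not told from separate molecules. Because each condition has 1 library, a difference between libraries has no replicate check. The most frequent length was 24 nt in the 5'-phosphate-dependent salt library (36.7% of matched reads) and the cold library (49.0%), but 21 nt in the 5'-phosphate-independent salt library (20.7%), where 24-nt reads made up 12.1%. Counting each distinct sequence once moved this profile most, to 56.6%, 34.6% and 57.0% of 24 nt, and made 24 nt the most frequent length in all 3 libraries.

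**Figure D1:**
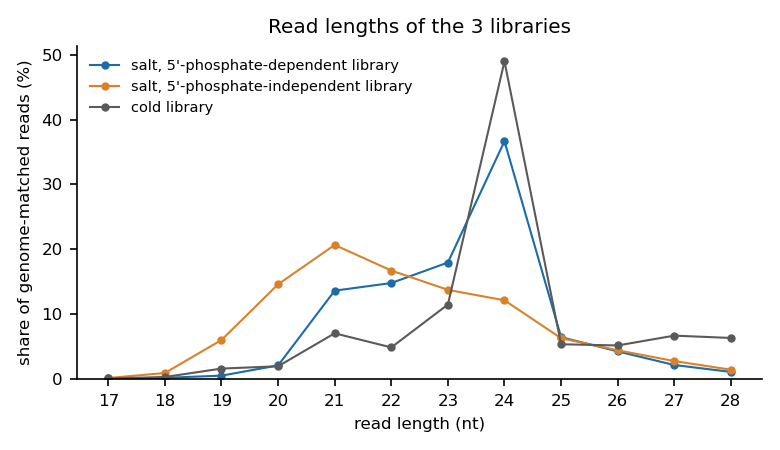
Share of genome-matched reads (%, vertical axis) at each read length from 17 to 28 nt (horizontal axis) in the 3 libraries, 1 line per library. The 24-nt peak reaches 49.0% in the cold library and is replaced by a broad maximum at 21 nt in the 5'-phosphate-independent salt library.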

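SRO5 (AT5G62520) lies on the + strand of chromosome 5 of TAIR10.1, from 25097944 to 25099907. P5CDH (AT5G62530, ALDH12A1 in the annotation), which encodes a dehydrogenase of proline catabolism, lies on the - strand from 25099003 to 25103312. In this annotation, the genes are convergent and overlap over 905 nt, from 25099003 to 25099907, which leaves 4464 nt outside the overlapping region. The paper cautions that overlaps may differ from the annotated ones. By 3' RACE it reports shorter major transcripts of SRO5, with a longer one as well. All values here use the annotated overlap. In the overlapping region, 13 reads of 12 distinct sequences were found in the 5'-phosphate-dependent salt library, 22 reads of 22 sequences in the 5'-phosphate-independent salt library and 6 reads of 6 sequences in the cold library. These counts correspond to 0.753 RPM (0.401 to 1.29), 2.23 RPM (1.40 to 3.37) and 0.331 RPM (0.122 to 0.721), respectively. The 5'-phosphate-independent salt library was 2.96 times as high as the other salt library (1.43 to 6.39) and 6.73 times as high as the cold library (2.64 to 20.3). The 5'-phosphate-dependent salt library was 2.27 times as high as the cold library (0.806 to 7.29), a difference that was not detectable at this depth. These ratios compare libraries and not treatments, since the salt and cold plants also differed in age and genotype. All 3 values lay below 10 RPM, the cutoff of the paper, and so did their sum of 3.31 RPM, which was added after the values had been seen because the paper lists sums over its libraries. Of 4512 annotated cis-NAT pairs, 322, 112 and 463, respectively, had more RPM in the overlapping region. Over the whole pair, 67, 60 and 21 reads were found, or 3.88 RPM (3.01 to 4.93), 6.08 RPM (4.64 to 7.82) and 1.16 RPM (0.718 to 1.77). Per kb, 14.4, 24.3 and 6.63 reads lay in the overlapping region, against 12.1, 8.51 and 3.36 reads in the rest of the pair. The ratio of these densities was 1.19 (0.594 to 2.20), 2.86 (1.61 to 4.95) and 1.97 (0.627 to 5.38), so that the overlapping region was denser beyond counting error in the 5'-phosphate-independent salt library only. The ratio of sense reads per nt of exon, a measure chosen after the values had been seen that leaves out introns and counts the exons of both genes in the overlapping region (1716 nt), was 0.375 (0.187 to 0.698), 0.916 (0.514 to 1.60) and 0.600 (0.191 to 1.64). Of the alternatives, counting each distinct sequence once raised the values most, to 3.49, 23.8 and 1.55 sequences per 1000000 distinct matched sequences, and put the 5'-phosphate-independent salt library past 10. With only sequences read at least 2 times, 2 reads were left in the 5'-phosphate-dependent salt library and 0 in the other libraries. The paper states that more SRO5-P5CDH siRNAs were detected in these salt libraries than in its own dataset, where the salt treatment had differed from that of the published work.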

## Conclusion

Our studies of plant sRNAs showed that those derived from plant *cis*-NATs were enriched in their overlap regions and *cis*-NATs are more likely to generate sRNAs than other transcripts. Taken together with previously published data on plants, *Drosophila *and yeast, our results strongly support the existence of nat-siRNAs in eukaryotic organisms. Our genetic analysis indicated that *cis*-NATs were processed by DCL1 and/or DCL3. By analyzing a large number of small RNA libraries from stress-challenged plants, we found that some nat-siRNAs were likely to respond to different environmental stresses, and therefore contributed to plant stress resistance, development or other cellular processes by regulating corresponding NAT mRNAs. nat-siRNA-mediated gene regulation is one of the regulatory mechanisms for at least a subgroup of *cis*-NATs.

## Materials and methods

### Plant materials

*Arabidopsis thaliana *mutants (*dcl1*-*9 fwf2*, *dcl1*-*7 fwf2*, *dcl2*-*1*, *dcl3*-*1*, *dcl4*-*2*, *hen1*, *rdr2*-*1*, *rdr1*-*1*, *rdr6*-*15*, *PolIV*-*3 *and *PolV*-*11*, *fwf2*) and their corresponding WT ecotypes were used in this study. Bacterial infection assays were performed on 4-week-old *Arabidopsis *grown at 23°C with 12 h light as described previously [28-30]. Abiotic stress assays were performed on 4-week-old *Arabidopsis *gl1 plants expressing Luciferase under the control of RD29 promoter grown at 23°C and 16 h light, and 3-month-old rice plants (*Oryza sativa cv. japonica*) grown at 28°C with 13 h light.

### Small-RNA library construction and deep sequencing

Bacteria infiltration was carried out on the leaves of 4-week-old *Arabidopsis *WT and mutant plants as described previously [46]. Briefly, leaves of 4-week-old *Arabidopsis *plants growing at 23°C with 12 h light were infiltrated with mock (10 mM MgCl_2_), non-pathogenic strain *Pst *DC3000 *hrcC*^-^, *Pst *DC3000 (empty vector) and *Pst *DC3000 (*avrRpt2*) at a concentration of 2 × 10^7 ^cfu/ml. The leaves were collected at 6 and 14 hours post-inoculation.

For abiotic stress treatment in *Arabidopsis*, plants grew at 23°C with 16 h light for 19 days, and were then divided into four groups. One of the groups was water-deprived (drought treatment) while the others were maintained with regular irrigation. At day 29, one group of plants was treated with salt solution (200 mM NaCl as irrigation solution for 24 h). Another group of plants was transferred to a growth chamber at 5°C and 16 h light for 24 h for cold treatment. The fourth group of plants was always maintained under regular conditions as a normal control. At day 30, all four groups of plants were collected. For small RNA library construction, the whole shoots of plants (stems, leaves and inflorescences) were used.

Three-month-old rice growing at 28°C and approximately 13 h of natural light were treated with drought (water withholding for 3 days), cold (5°C for 24 h) and salt (400 mM NaCl for 24 h, added as irrigation solution). The inflorescences of these plants were collected and used for sRNA library construction.

sRNA extraction and library construction were carried out as described previously [75,76]. Briefly, total RNA was isolated from infiltrated leaves and fractionated on 15% denaturing polyacrylamide gel. RNA molecules ranging from 18 to 26 nucleotides were excised and ligated to 5'- and 3'-RNA adaptors using T4 RNA ligase followed by RT-PCR and gel purification as described in the instructions from Illumina Inc. The small RNA libraries were sequenced by Illumina Inc. and UCR core facility.

### Northern blot analysis of siRNAs

We used LNA probes for small RNA Northern blot analysis to detect nat-siRNAs. A total of 100 μg total RNA was separated on a 17% acrylimide gel. The blots were probed at 39°C with PerfectHyb Plus Hybridization Buffer (Sigma-Aldrich, Saint Louis, MO, USA). The sequences of the oligos were listed in Additional file 7.

### Quantitative RT-PCR analysis of small RNA targets

For QRT-PCR analysis, 5 μg total DNaseI-treated (Invitrogen, Grand Island, NY, USA) RNA was used for synthesizing cDNA using Oligo dT and SuperScript II (Invitrogen). Amplification of small RNA targets was carried out using a real-time PCR machine (MyiQ, Bio-Rad, Hercules, CA, USA). The sequences of primers used here are listed in Additional file 7.

### Pre-processing of deep sequencing data

Raw sequence reads were parsed to remove 3'-adaptors using an in-house program. Unique sequences from *Arabidopsis *small-RNA libraries were mapped to the *Arabidopsis *chromosome sequences [77]. To produce candidate datasets of sRNAs, we removed sequencing reads that matched to rRNAs, tRNAs, snRNAs, snoRNAs, transposons, retrotransposons, or repeats. rRNA, snRNA and snoRNA sequences were obtained from TAIR8 genome annotation, and tRNA sequences were downloaded from the *Arabidopsis *tRNA database [78] and TAIR [77]. Transposons, retrotransposons, and repeat sequences were downloaded from the TIGR v2 *Arabidopsis *Repeat Database [79] and RepBase [80].

The rice genome and annotation were retrieved from the MSU Rice Genome Annotation Project V6.1 (RGAP 6.1). Non-coding RNA (tRNA, rRNA, snoRNA and snRNA) were collected from fRNAdb [81] and the UCSC tRNA database. Transposons, retrotransposons and repeat sequences were based on transposable elements of MSU RGAP 6.1 and RepBase [80].

### Analysis of enrichment of endogenous sRNAs in the *cis*-NATs

The enrichment of sRNAs in the overlapping regions of NATs was examined by the method outlined in [69]. The sRNAs in the combined libraries for *Arabidopsis *or rice were used here. Briefly, for an *l*-nucleotide genic or genomic region that gives rise to *n *sRNAs, we defined *n*/*l *as the density of small RNA loci in this region. For each pair of *cis*-NATs, we counted the number of sRNAs mapping to the overlapping region, *N_o_*, and the total number of sRNAs matching the non-overlapping regions of the two genes, *N_g_*, and measured the length of the overlapping region, *L*_o_, and the total length of non-overlapping regions of the two genes, *L_g_*. Then we computed the density of small-RNA loci in the overlapping region, *N_o_/L_o_*, and that of the non-overlapping regions of the two NAT genes, *N_g_/L*_g_. The one-tail paired two-sample *t*-test was applied to the two-paired samples of siRNA density, *N_o_/L_o _*and *N_g_/L*_g_. The average densities in the overlapping regions (*A_o_*) and in the non-overlapping regions of the NAT genes (*A_g_*) that spawn sRNAs were computed. The ratio *A_o_*/*A_g _*was considered as the enrichment score.

In order to explore whether *cis*-NATs were more likely to give rise to siRNAs than other protein-coding genes, we calculated the average densities in the overlapping regions (*A_o_*) of *cis*-NATs. We then calculated the average densities *A_u _*of a set of randomly chosen regions from the other protein-coding genes, which have the same size as the *cis*-NATs. Statistical significance was measured by a *P*-value computed as the frequency of the occurrences that *A_u _*was greater than *A_o_*. We applied this method to compare the siRNA density of convergent *cis*-NATs with that of 3'-UTRs and the siRNA density of divergent *cis*-NATs with that of 5'-UTRs.

To analyze the regulation of nat-siRNAs under a specific condition, the sRNA reads in a single library that matched 100% to the genome were normalized to one million. Then the normalized sRNA abundances were compared between different libraries. Furthermore, we calculated the maximum fold change among all treated samples compared to corresponding control conditions as a supplemental value (Additional files 10 and 11).

### Classification of nat-siRNAs

To classify the *cis*-NAT pairs into distributed and site-specific patterns, we first clustered sequencing reads mapped to regions of *cis*-NATs. Starting from the first reads closest to the 5' end of a *cis*-NAT, reads were clustered if the positions of their first nucleotides were within a ten-nucleotide long segment. Clusters with more than five reads were retained for further analysis. We calculated two metrics for each *cis*-NAT: 1) the number of small-RNA clusters and 2) the percentage of the number of reads within these clusters relative to the total number of reads mapped to the whole *cis*-NAT. We then categorized a *cis*-NAT to have a site-specific pattern if 1) it had no more than ten siRNA clusters and 2) the percentage of the reads within the clusters was greater than 50%; otherwise we categorized the *cis*-NAT to have a distributed pattern. The criterion of 10 siRNA clusters was chosen based on the observation that the frequency of clusters of 84 *Arabidopsis cis*-NATs has a clear separation between 10 and above (Additional file 5a). The percentage criterion (more than 50% sequence reads) was determined based on a visual exanimation of the relationship between the number of clusters and the frequencies of reads within the clusters in the 84 *cis*-NATS, as plotted Additional file 5b. As shown in the figure, this relationship seemed to follow two distributions, one is a linear correlation represented by the line in Additional file 5b and the other is a group with no more than ten clusters that retain more than 50% of the total sequence reads. The second distribution thus formed site-specific patterns of siRNAs. We thus used these two criteria because a site-specific pattern should have relatively more reads appearing in a relatively smaller number of clusters than a distributed pattern.

### Microarray data and data analysis

The processed microarray data of *dcl1*-*7 *and Ler WT *Arabidopsis *were downloaded from GEO accession number GSE2473 (samples GSM47014, GSM47015, GSM47016, GSM47017, GSM47018, GSM47019, GSM47023, GSM47024, GSM47025, GSM47026 and GSM47027). We identified differentially expressed genes using Rank Product [82]. The rationale behind Rank Product is that it is unlikely for a gene to be ranked in the top position in all replicates if the gene was not differentially expressed. It has been shown that Rank Product is less sensitive to noise and has a better performance than other methods when sample size is small [83]. We selected differentially expressed genes with a false discovery rate no greater than 0.05 for 1,000 permutations. Differentially expressed probe sets were then mapped to corresponding genes according to the annotation of the Affymatrix ATH1-121501 chip.

### Analysis of association of AGOs and nat-siRNAs

The processed AGO data for *Arabidopsis *were downloaded from the GEO databases under accession numbers GSE10036 and GSE12037. The number of AGO-associated nat-siRNAs was obtained by perfectly mapping the identified nat-siRNAs to each of the AGO pull-down datasets separately. The number was then normalized by the total number of AGO reads in an AGO dataset that can be perfectly mapped to the genome raised to per million for normalization. The enrichment of nat-siRNAs in an AGO pull-down relative to the other AGOs was calculated as the percentage of the normalized nat-siRNAs in the AGO of the total normalized nat-siRNAs in all AGO pull-downs.

### Identification of nat-siRNA regulated *cis*-NATs

The nat-siRNA regulated *cis*-NATs were identified from the set of differentially expressed genes from the microarray data of the *dcl1*-*7 *and Ler WT control *Arabidopsis *plants. The analysis was carried out based on two criteria: 1) more than 1.5-fold up-regulation with a *P*-value less than 0.05 in the *dcl1*-*7 *mutant and 2) presence of nat-siRNAs produced by the *cis*-NATs on the strands opposite to the NAT transcripts. The rationale behind these criteria is that the main function of DCL1-generated nat-siRNAs is to target *cis*-NATs on the opposite strands to down-regulate their expression. Thus, in a DCL1 mutant where no such nat-siRNAs are produced, the expressions of the targeted NATs are expected to be up-regulated.

## Abbreviations

AGO: Argonaute; *cis*-NAT: *cis*-natural antisense transcript; DCL: Dicer-like; dsRNA: double-stranded RNA; endo-siRNA: endogenous siRNA; GEO: Gene Expression Omnibus; hc-siRNA: heterochromatic siRNA; IR: inverted repeat; LNA: locked nucleic acid; lsiRNA: long siRNA; miRNA: microRNA; PCR: polymerase chain reaction; Pol: RNA polymerase; Pst: *Pseudomonas Syringae pv tomato*; RACE: rapid amplification of cDNA ends; RDR: RNA-dependent RNA polymerase; siRNA: small interfering RNA; snRNA: small nuclear RNA; snoRNA: small nucleolar RNA; sRNA: small RNA; ta-siRNA: trans-acting siRNA; UTR: untranslated region; WT: wild type.

## Authors' contributions

HJ initiated the project; HJ, WZ and JZ designed the experiments; XiaomingZ and BB carried out the experiments; JX, XuefengZ and CZ performed the computational analyses; SG, LL, DN, HZ, CL and TW participated in the experimental analyses. HJ, WZ, JZ, RL, YiL, WL and JG coordinated the research. HJ, XiaomingZ, YL, JX, JZ and WZ wrote the paper. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **Distributions of the sequencing reads from small RNA libraries of abiotic and biotic treated *Arabidopsis *and abiotic challenged rice**. Shown in the table are the total number of raw sequencing reads (total), the number of qualified reads that can map perfectly to the corresponding *Arabidopsis *or rice genome (mapped), intergenic regions (intergenic), intronic sequences (introns), transposons or repeats (repeats/mobile), tRNA, rRNA, snoRNA and snRNA sequences (ncRNA), trans-acting siRNA (ta-siRNA), microRNA sequences (miRNAs), intron-exon junctions (intron-exon junction) and exon-exon junctions (exon-exon junction). No mismatches were allowed in the mapping. The second number for each condition (column) is the percentage of reads relative to the total mapped reads. Click here for file

Additional file 2 **(a-d) Distributions of the lengths (a, b) and the first nucleotides (c, d) of total siRNAs and nat-siRNAs in stress-challenged *Arabidopsis *and rice**. (a) Length distributions of unique sequencing reads in *Arabidopsis*. The blue and red bars represent total siRNAs and nat-siRNAs, respectively. (b) Length distributions of unique sequencing reads in rice. The blue and red bars represent total siRNAs and nat-siRNAs, respectively. (c) First-nucleotide distribution of unique sequencing reads in *Arabidopsis*. (d) First-nucleotide distribution of unique sequencing reads in rice. Click here for file

Additional file 3 **Normalized reads of siRNAs mapped to the overlapping regions of *Arabidopsis *and rice *cis*-NAT pairs, respectively (a) siRNAs mapped to the overlapping regions of 84 *Arabidopsis cis*-NAT pairs**. **(b) **siRNAs mapped to the overlapping regions of 119 rice *cis*-NAT pairs. Each small RNA library was normalized to one million reads with 100% matching to the genome. The sum of normalized reads from each library was listed for each *cis*-NAT pair. Click here for file

Additional file 4 ***Arabidopsis cis*-NATs with two classes of small RNAs mapped to the overlapping regions**. 'gene1' and 'gene2' represent the first and second transcript in each *cis*-NAT pair. Listed are 84 *Arabidopsis cis*-NATs with siRNAs mapped to the overlapping region. Raw reads of 20- to 22-nucleotide and 23- to 28-nucleotide classes of siRNAs matching 100% to the genome were analyzed. The percentage of 20- to 22-nucleotide and 23- to 28-nucleotide siRNAs are presented. Click here for file

Additional file 5 **(a) Distributions of the number of small RNA clusters in 84 *Arabidopsis cis*-NATs**. The red line represents the separation between site-specific (left) and distributed (right) patterns. **(b) **The plot of two metrics of 84 *cis*-NATs in *Arabidopsis*. Each dot represents the number of clusters within the *cis*-NAT whole region and the percentage of small RNA reads in all clusters. The red dots in the rectangle were classified as site-specific patterns, whereas the blue dots were distributed patterns, represented by a linear correlated line. Click here for file

Additional file 6 **Classification of *cis*-NAT pairs**. We analyzed 84 *Arabidopsis *and 119 rice *cis*-NAT pairs that have more than 10 raw siRNAs mapped to the overlap region. The reads analyzed here are the raw sequencing reads mapped to the whole region from the combination of all libraries. **(a) ***Arabidopsis cis*-NAT pairs display different distribution patterns. **(b) **Rice *cis*-NAT pairs display different distribution patterns. Click here for file

Additional file 7 **Oligos used in this study**. A plus sign ('*+*') before the nucleotide depicts LNA residues. Click here for file

Additional file 8 **Small RNAs mapped to the introns or intron-exon junction regions of *Arabidopsis cis*-NATs**. Copy number indicates the number of raw reads in the combination of all libraries. **(a) **siRNAs mapping to introns in the overlapping region of *cis*-NATs in *Arabidopsis*. **(b) **siRNAs mapping to introns in the whole region of *cis*-NATs in *Arabidopsis*. Click here for file

Additional file 9 **Small RNAs mapped to the introns or intron-exon junction regions of rice *cis*-NATs**. Raw reads from all the libraries were analyzed. **(a) **siRNAs mapping to introns in the overlapping region of *cis*-NATs in rice. **(b) **siRNAs mapping to introns in the whole region of *cis*-NATs in rice Click here for file

Additional file 10 **Normalized reads of siRNAs mapped to 84 *Arabidopsis *NATs under different conditions**. Each library was normalized to a million reads that perfectly mapped to the genome. The fold change with maximum absolute value between treated sample and corresponding control is listed as a supplemental value. The pairs with more than two-fold change were annotated in red (up) or in blue (down). **(a) **Reads of small RNAs mapped to overlapping region of NATs under different conditions. **(b) **Reads of small RNAs mapped to whole region of NAT under different conditions. Click here for file

Additional file 11 **Normalized reads of siRNAs mapped to 119 rice NATs under different conditions**. siRNAs matching 100% to the genome were analyzed and each library was normalized to a million reads before analyzing. The fold change with maximum absolute value between treated and untreated libraries is listed. The pairs with more than a two-fold change are displayed in red (up, +) or blue (down, -). **(a) **Reads of small RNAs mapped to overlapping region of NATs under different conditions. **(b) **Reads of small RNAs mapped to whole region of NATs under different conditions. Click here for file

Additional file 12 ***Arabidopsis cis*-NATs that are up-regulated in the *dcl1*-*7 *mutant**. **(a) **List of probes of the 93 genes of the 84 *cis*-NAT pairs. Annotations of the Affymetrix ATH1-121501 chip were used and no probes were found for the rest of the *cis*-NAT genes. **(b) **The 23 *cis*-NAT genes up-regulated in *dcl1*-*7*. Click here for file

Additional file 13 **Expression analysis of NAT transcripts in the *fwf2 *single mutant**. The expression of NAT transcripts was analyzed by quantitative RT-PCR. Total RNA (5 μg) was used for DNase treatment and reverse transcription. Error bars indicate the technical replicates and similar results were obtained from two biological repeats. Click here for file

Additional file 14 **Association of 20- to 22-nucleotide and 23- to 26-nucleotide classes of nat-siRNAs with different AGOs in *Arabidopsis***. Unique reads of nat-siRNAs associated with AGO1, AGO2, AGO4 and AGO7 were analyzed. Loaded reads represent unique reads of nat-siRNAs that were loaded into distinct AGOs. The percentage in total nat-siRNA-AGO libraries indicates the distribution of loaded nat-siRNAs in different AGOs. Click here for file

Additional file 15 **SRO5-P5CDH siRNAs derived from salt and cold stress challenged *Arabidopsis***. 

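Reads matching SRO5 (At5g62520) and P5CDH (At5g62530) were counted by strand inside and outside the overlapping region, where the + strand carries the sequence of the SRO5 mRNA and the - strand that of the P5CDH mRNA. In the overlapping region, the + strand held 12 reads in the 5'-phosphate-dependent salt library (92.3%, 64.0% to 99.8%), 14 reads in the 5'-phosphate-independent salt library (63.6%, 40.7% to 82.8%) and 3 reads in the cold library (50%, 11.8% to 88.2%). The - strand held 1, 8 and 3 reads, respectively. The intervals of the 3 shares overlapped. In the part of SRO5 outside the overlapping region, 25, 18 and 0 reads lay on the + strand and 0 reads on the - strand in each library. In the part of P5CDH outside it, 27, 20 and 15 reads lay on the - strand, against 2, 0 and 0 reads on the + strand. Of 107 reads in these single-gene parts, 2 were antisense to the annotated gene (1.87%, 0.227% to 6.59%). Over the whole pair, the + strand was 13.6 times as high in the 5'-phosphate-dependent salt library as in the cold library in RPM (4.34 to 69.0), and the - strand 1.63 times as high (0.872 to 3.13). In the 5'-phosphate-independent salt library, the + strand was 19.6 times as high as in the cold library (6.12 to 99.9), and the - strand 2.85 times as high (1.52 to 5.48). Reads of 20 to 22 nt made up 30.8% of the overlapping region in the 5'-phosphate-dependent salt library (9.09% to 61.4%), 59.1% in the 5'-phosphate-independent salt library (36.4% to 79.3%) and 16.7% in the cold library (0.421% to 64.1%), and the other reads were of 23 to 28 nt. No difference in these size shares was detectable at this depth. Over the whole pair, reads of 20 to 22 nt made up 35.8% (24.5% to 48.5%), 58.3% (44.9% to 70.9%) and 14.3% (3.05% to 36.3%), respectively, and the intervals of the 5'-phosphate-independent salt and cold libraries did not overlap. All matched reads of these 2 libraries differed in the same direction, with 20.7% and 7.06% of 21 nt and 16.7% and 4.88% of 22 nt. The difference therefore does not set the pair apart from its libraries.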

The siRNAs were identified from GEO database accession number GSE33642. **(a) **Reads of siRNAs positively/negatively match to At5G62520 (SRO5) in the overlap/non-overlap region. The '+ strand' and '- strand' indicate positively or negatively matching. **(b) **Distribution pattern of SRO5-P5DCH siRNAs. siRNAs positively or negatively matched to At5G62520 are displayed above or below the SRO5-P5DCH gene pair. 

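In the gene models of the annotation, SRO5 (AT5G62520.1) has 4 exons, and its coding sequence ends at 25099264 within exon 4, which starts at 25099157. P5CDH (AT5G62530.1) has 16 exons, and exon 16, which reaches up to 25099906, holds the end of its coding sequence down to 25099768. Of the 41 reads of the 3 libraries in the overlapping region, 31 lay in the 3' UTR of SRO5 and 40 in the 3' UTR of P5CDH. The SRO5 intron inside the overlapping region, from 25099064 to 25099156, held 0 reads. Outside the overlapping region, 42 of 43 reads on SRO5 and 61 of 64 reads on P5CDH lay in exons. A further 13 reads spanned splice junctions of P5CDH and 1 read a junction of SRO5, all in the sense direction. They match spliced mRNA and not the genome, so they are not in the counts. No sequence of the overlapping region was read in more than 1 library, and each matched the genome at 1 place. The sequence read most in the overlapping region was CAAAGCTTGTGGACATAAAGTACA (25099234 to 25099257, + strand, coding part of SRO5 exon 4), with 2 reads in the 5'-phosphate-dependent salt library. The stretch covered by most reads lay from 25098456 to 25098469 in this library (5 reads, + strand), from 25099659 to 25099663 in the 5'-phosphate-independent salt library (4 reads, - strand) and from 25100026 to 25100030 in the cold library (7 reads, - strand). The first lay in exon 1 of SRO5 and the last in exon 15 of P5CDH, both outside the overlapping region.

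**Figure D2:**
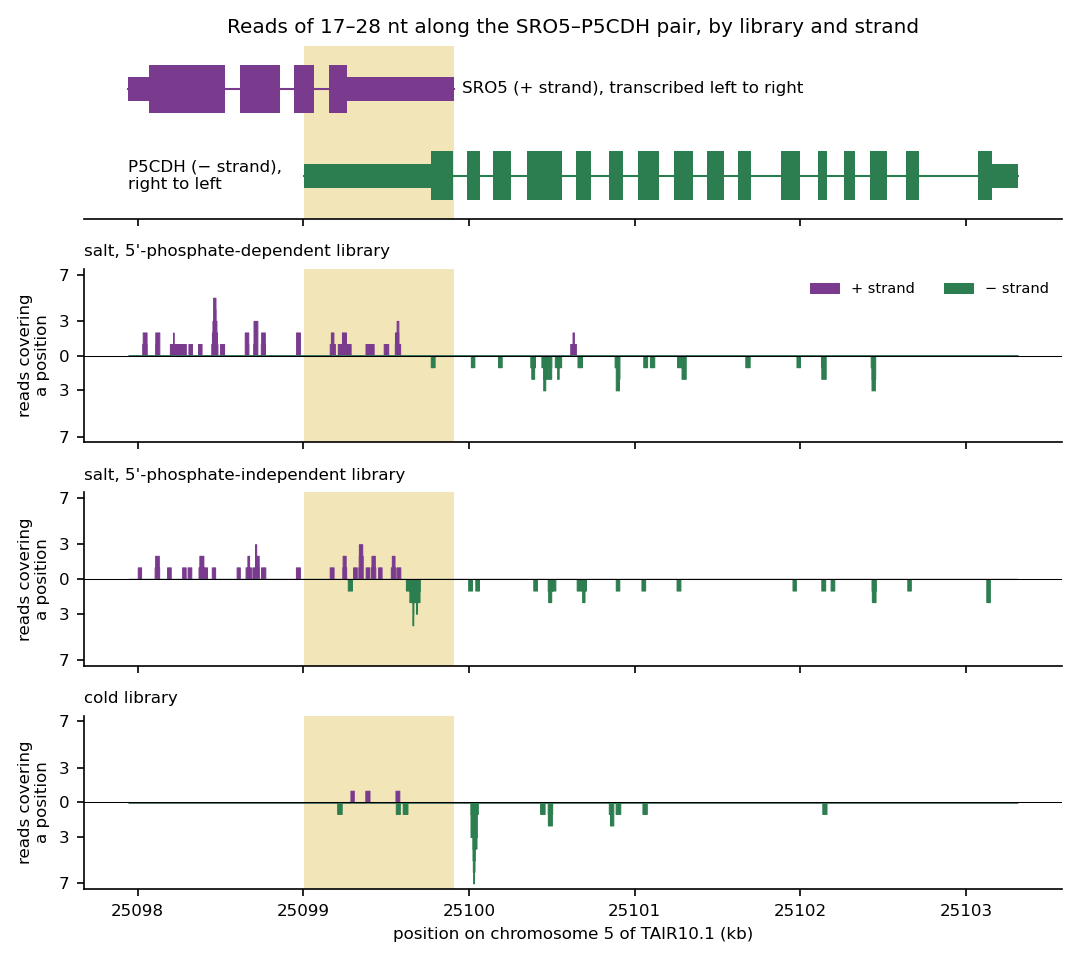
Gene models (top; thick boxes, coding exons; thin boxes, UTRs; lines, introns; models AT5G62520.1 and AT5G62530.1) and number of reads of 17 to 28 nt covering each position (vertical axis; + strand above and - strand below the line) along chromosome 5 of TAIR10.1 (horizontal axis, kb), with 1 panel per library and the overlapping region shaded. Left of the overlapping region, reads lie on the + strand in the salt libraries and are absent in the cold library. Right of it, all but 2 reads lie on the - strand.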

Exons and introns are represented by red and blue dishes, respectively. The overlapping region is indicated by the two green lines. Click here for file

## References

[B1] BaulcombeDRNA silencing in plants.Nature200443135636310.1038/nature0287415372043

[B2] MatzkeMABirchlerJARNAi-mediated pathways in the nucleus.Nat Rev Genet20056243510.1038/nrg150015630419

[B3] ChapmanEJCarringtonJCSpecialization and evolution of endogenous small RNA pathways.Nat Rev Genet2007888489610.1038/nrg217917943195

[B4] ZamorePDHaleyBRibo-gnome: The big world of small RNAs.Science20053091519152410.1126/science.111144416141061

[B5] Jones-RhoadesMWBartelDPBartelBMicroRNAs and their regulatory roles in plants.Annu Rev Plant Biol200657195310.1146/annurev.arplant.57.032905.10521816669754

[B6] MosherRAMelnykCWKellyKADunnRMStudholmeDJBaulcombeDCUniparental expression of PolIV-dependent siRNAs in developing endosperm of *Arabidopsis*.Nature2009460283U15110.1038/nature0808419494814

[B7] PikaardCSHaagJRReamTWierzbickiATRoles of RNA polymerase IV in gene silencing.Trends Plant Sci20081339039710.1016/j.tplants.2008.04.00818514566PMC2679257

[B8] WierzbickiATHaagJRPikaardCSNoncoding transcription by RNA polymerase Pol IVb/Pol V mediates transcriptional silencing of overlapping and adjacent genes.Cell200813563564810.1016/j.cell.2008.09.03519013275PMC2602798

[B9] VazquezF*Arabidopsis *endogenous small RNAs: highways and byways.Trends Plant Sci20061146046810.1016/j.tplants.2006.07.00616893673

[B10] MatzkeMKannoTDaxingerLHuettelBMatzkeAJRNA-mediated chromatin-based silencing in plants.Curr Opin Cell Biol20092136737610.1016/j.ceb.2009.01.02519243928

[B11] WierzbickiATReamTSHaagJRPikaardCSRNA polymerase v transcription guides ARGONAUTE4 to chromatin.Nat Genet20094163063410.1038/ng.36519377477PMC2674513

[B12] ZaratieguiMIrvineDVMartienssenRANoncoding RNAs and gene silencing.Cell200712876377610.1016/j.cell.2007.02.01617320512

[B13] Katiyar-AgarwalSGaoSVivian-SmithAJinHA novel class of bacteria-induced small RNAs in *Arabidopsis*.Genes Dev2007213123313410.1101/gad.159510718003861PMC2081978

[B14] RonMSaezMAWilliamsLEFletcherJCMcCormickSProper regulation of a sperm-specific *cis*-nat-siRNA is essential for double fertilization in *Arabidopsis*.Genes Dev2010241010102110.1101/gad.188281020478994PMC2867206

[B15] ZubkoEMeyerPA natural antisense transcript of the Petunia hybrida Sho gene suggests a role for an antisense mechanism in cytokinin regulation.Plant J2007521131113910.1111/j.1365-313X.2007.03309.x17944812PMC2253869

[B16] Katiyar-AgarwalSMorganRDahlbeckDBorsaniOVillegasAZhuJKStaskawiczBJJinHLA pathogen-inducible endogenous siRNA in plant immunity.Proc Natl Acad Sci USA2006103180021800710.1073/pnas.060825810317071740PMC1693862

[B17] BorsaniOZhuJHVersluesPESunkarRZhuJKEndogenous siRNAs derived from a pair of natural *cis*-antisense transcripts regulate salt tolerance in *Arabidopsis*.Cell20051231279129110.1016/j.cell.2005.11.03516377568PMC3137516

[B18] JinHEndogenous small RNAs and antibacterial immunity in plants.FEBS Lett20085822679268410.1016/j.febslet.2008.06.05318619960PMC5912937

[B19] JinHVacicVGirkeTLonardiSZhuJKSmall RNAs and the regulation of *cis*-natural antisense transcripts in *Arabidopsis*.BMC Mol Biol20089610.1186/1471-2199-9-618194570PMC2262095

[B20] CzechBMaloneCDZhouRStarkASchlingeheydeCDusMPerrimonNKellisMWohlschlegelJASachidanandamRHannonGJBrenneckeJAn endogenous small interfering RNA pathway in *Drosophila*.Nature2008453798U79710.1038/nature0700718463631PMC2895258

[B21] WatanabeTTotokiYToyodaAKanedaMKuramochi-MiyagawaSObataYChibaHKoharaYKonoTNakanoTSuraniMASakakiYSasakiHEndogenous siRNAs from naturally formed dsRNAs regulate transcripts in mouse oocytes.Nature2008453539U53910.1038/nature0690818404146

[B22] GhildiyalMSeitzHHorwichMDLiCJDuTTLeeSXuJKittlerELWZappMLWengZPZamorePDEndogenous siRNAs derived from transposons and mRNAs in *Drosophila *somatic cells.Science20083201077108110.1126/science.115739618403677PMC2953241

[B23] OkamuraKBallaSMartinRLiuNLaiECTwo distinct mechanisms generate endogenous siRNAs from bidirectional transcription in *Drosophila *melanogaster.Nat Struct Mol Biol20081558159010.1038/nsmb.143818500351PMC2713754

[B24] OkamuraKRobineNLiuYLiuQLaiECR2D2 organizes small regulatory RNA pathways in *Drosophila*.Mol Cell Biol20113188489610.1128/MCB.01141-1021135122PMC3028645

[B25] DrinnenbergIAWeinbergDEXieKTMowerJPWolfeKHFinkGRBartelDPRNAi in budding yeast.Science200932654455010.1126/science.117694519745116PMC3786161

[B26] CaiPHouNPiaoXLiuSLiuHYangFWangJJinQWangHChenQProfiles of small non-coding RNAs in *Schistosoma japonicum *during development.PLoS Negl Trop Dis20115e125610.1371/journal.pntd.000125621829742PMC3149011

[B27] HenzSRCumbieJSKasschauKDLohmannJUCarringtonJCWeigelDSchmidMDistinct expression patterns of natural antisense transcripts in arabidopsis.Plant Physiol20071441247125510.1104/pp.107.10039617496106PMC1914114

[B28] ChellappanPXiaJZhouXGaoSZhangXCoutinoGVazquezFZhangWJinHsiRNAs from miRNA sites mediate DNA methylation of target genes.Nucleic Acids Res2010386883689410.1093/nar/gkq59020621980PMC2978365

[B29] ZhangWGaoSZhouXXiaJChellappanPZhouXZhangXJinHMultiple distinct small RNAs originated from the same microRNA precursors.Genome Biol201011R8110.1186/gb-2010-11-8-r8120696037PMC2945783

[B30] ZhangWGaoSZhouXChellappanPChenZZhouXZhangXFromuthNCoutinoGCoffeyMJinHBacteria-responsive microRNAs regulate plant innate immunity by modulating plant hormone networks.Plant Mol Biol2011759310510.1007/s11103-010-9710-821153682PMC3005105

[B31] ChenH-MChenL-TPatelKLiY-HBaulcombeDCWuS-H22-nucleotide RNAs trigger secondary siRNA biogenesis in plants.Proc Natl Acad Sci USA2010107152691527410.1073/pnas.100173810720643946PMC2930544

[B32] CuperusJTCarbonellAFahlgrenNGarcia-RuizHBurkeRTTakedaASullivanCMGilbertSDMontgomeryTACarringtonJCUnique functionality of 22-nt miRNAs in triggering RDR6-dependent siRNA biogenesis from target transcripts in *Arabidopsis*.Nat Struct Mol Biol201017997U11110.1038/nsmb.186620562854PMC2916640

[B33] WangHZhangXRLiuJKibaTWooJOjoTHafnerMTuschlTChuaNHWangXJDeep sequencing of small RNAs specifically associated with *Arabidopsis *AGO1 and AGO4 uncovers new AGO functions.Plant J20116729230410.1111/j.1365-313X.2011.04594.x21457371PMC3135789

[B34] TamOHAravinAASteinPGirardAMurchisonEPCheloufiSHodgesEAngerMSachidanandamRSchultzRMHannonGJPseudogene-derived small interfering RNAs regulate gene expression in mouse oocytes.Nature2008453534U53810.1038/nature0690418404147PMC2981145

[B35] HofackerILVienna RNA secondary structure server.Nucleic Acids Res2003313429343110.1093/nar/gkg59912824340PMC169005

[B36] LuCJeongDHKulkarniKPillayMNobutaKGermanRThatcherSRMaherCZhangLWareDLiuBCaoXMeyersBCGreenPJGenome-wide analysis for discovery of rice microRNAs reveals natural antisense microRNAs (nat-miRNAs).Proc Natl Acad Sci USA20081054951495610.1073/pnas.070874310518353984PMC2290808

[B37] KasschauKDFahlgrenNChapmanEJSullivanCMCumbieJSGivanSACarringtonJCGenome-wide profiling and analysis of *Arabidopsis *siRNAs.PLoS Biol20075e5710.1371/journal.pbio.005005717298187PMC1820830

[B38] LaubingerSZellerGHenzSRBuechelSSachsenbergTWangJ-WRaetschGWeigelDGlobal effects of the small RNA biogenesis machinery on the *Arabidopsis thaliana *transcriptome.Proc Natl Acad Sci USA2010107174661747310.1073/pnas.101289110720870966PMC2955092

[B39] GoetzMVivian-SmithAJohnsonSDKoltunowAMAUXIN RESPONSE FACTOR8 is a negative regulator of fruit initiation in *Arabidopsis*.Plant Cell2006181873188610.1105/tpc.105.03719216829592PMC1533983

[B40] GoetzMHooperLCJohnsonSDRodriguesJCMVivian-SmithAKoltunowAMExpression of aberrant forms of AUXIN RESPONSE FACTOR8 stimulates parthenocarpy in *Arabidopsis *and tomato.Plant Physiol200714535136610.1104/pp.107.10417417766399PMC2048734

[B41] Katiyar-AgarwalSGaoSVivian-SmithAJinHA novel class of bacteria-induced small RNAs in *Arabidopsis*.Genes Dev2007213123313410.1101/gad.159510718003861PMC2081978

[B42] JayFWangYYuATaconnatLPelletierSColotVRenouJ-PVoinnetOMisregulation of AUXIN RESPONSE FACTOR 8 underlies the developmental abnormalities caused by three distinct viral silencing suppressors in *Arabidopsis*.PLoS Pathogens20117e100203510.1371/journal.ppat.100203521589905PMC3093370

[B43] MiSJCaiTHuYGChenYHodgesENiFRWuLLiSZhouHLongCZChenSHannonGJQiYJSorting of small RNAs into *Arabidopsis *argonaute complexes is directed by the 5 ' terminal nucleotide.Cell200813311612710.1016/j.cell.2008.02.03418342361PMC2981139

[B44] MontgomeryTAHowellMDCuperusJTLiDHansenJEAlexanderALChapmanEJFahlgrenNAllenECarringtonJCSpecificity of ARGONAUTE7-miR390 interaction and dual functionality in TAS3 trans-acting siRNA formation.Cell200813312814110.1016/j.cell.2008.02.03318342362

[B45] JaubertMBhattacharjeeSMelloAFSPerryKLMoffettPARGONAUTE2 Mediates RNA-Silencing Antiviral Defenses against Potato virus X in *Arabidopsis*.Plant Physiol20111561556156410.1104/pp.111.17801221576511PMC3135937

[B46] ZhangXMZhaoHWGaoSWangWCKatiyar-AgarwalSHuangHDRaikhelNJinHL*Arabidopsis *Argonaute 2 regulates innate immunity via miRNA393*-mediated silencing of a golgi-localized SNARE gene, MEMB12.Mol Cell20114235636610.1016/j.molcel.2011.04.01021549312PMC3101262

[B47] HarveyJJWLewseyMGPatelKWestwoodJHeimstadtSCarrJPBaulcombeDCAn antiviral defense role of AGO2 in plants.PLoS One20116e1463910.1371/journal.pone.001463921305057PMC3031535

[B48] WangXBJovelJUdompornPWangYWuQFLiWXGasciolliVVaucheretHDingSWThe 21-nucleotide, but not 22-nucleotide, viral secondary small interfering RNAs direct potent antiviral defense by two cooperative Argonautes in *Arabidopsis thaliana*.Plant Cell2011231625163810.1105/tpc.110.08230521467580PMC3101545

[B49] VaucheretHPlant ARGONAUTES.Trends Plant Sci20081335035810.1016/j.tplants.2008.04.00718508405

[B50] ZilbermanDCaoXJacobsenSEARGONAUTE4 control of locus-specific siRNA accumulation and DNA and histone methylation.Science200329971671910.1126/science.107969512522258

[B51] HamiltonAJBaulcombeDCA species of small antisense RNA in posttranscriptional gene silencing in plants.Science199928695095210.1126/science.286.5441.95010542148

[B52] LlaveCKasschauKDRectorMACarringtonJCEndogenous and silencing-associated small RNAs in plants.Plant Cell2002141605161910.1105/tpc.00321012119378PMC150710

[B53] DunoyerPBrosnanCASchottGWangYJayFAliouaAHimberCVoinnetOAn endogenous, systemic RNAi pathway in plants.EMBO J2010291699171210.1038/emboj.2010.6520414198PMC2876969

[B54] HamiltonAVoinnetOChappellLBaulcombeDTwo classes of short interfering RNA in RNA silencing.EMBO J2002214671467910.1093/emboj/cdf46412198169PMC125409

[B55] DunoyerPLecellierCHParizottoEAHimberCVoinnetOProbing the microRNA and small interfering RNA pathways with virus-encoded suppressors of RNA silencing.Plant Cell2004161235125010.1105/tpc.02071915084715PMC423212

[B56] MlotshwaSPrussGJPeragineAEndresMWLiJChenXPoethigRSBowmanLHVanceVDICER-LIKE2 plays a primary role in transitive silencing of transgenes in *Arabidopsis*.Plos One20083e175510.1371/journal.pone.000175518335032PMC2262140

[B57] FusaroAFMatthewLSmithNACurtinSJDedic-HaganJEllacottGAWatsonJMWangM-BBrosnanCCarrollBJWaterhousePMRNA interference-inducing hairpin RNAs in plants act through the viral defence pathway.EMBO Rep200671168117510.1038/sj.embor.740083717039251PMC1679793

[B58] DunoyerPHimberCVoinnetODICER-LIKE 4 is required for RNA interference and produces the 21-nucleotide small interfering RNA component of the plant cell-to-cell silencing signal.Nat Genet2005371356136010.1038/ng167516273107

[B59] DunoyerPHimberCRuiz-FerrerVAliouaAVoinnetOIntra- and intercellular RNA interference in *Arabidopsis thaliana *requires components of the microRNA and heterochromatic silencing pathways.Nat Genet20073984885610.1038/ng208117558406

[B60] BoucheNLauresserguesDGasciolliVVaucheretHAn antagonistic function for *Arabidopsis *DCL2 in development and a new function for DCL4 in generating viral siRNAs.EMBO J2006253347335610.1038/sj.emboj.760121716810317PMC1523179

[B61] DingSWVoinnetOAntiviral immunity directed by small RNAs.Cell200713041342610.1016/j.cell.2007.07.03917693253PMC2703654

[B62] DelerisAGallego-BartolomeJBaoJKasschauKDCarringtonJCVoinnetOHierarchical action and inhibition of plant Dicer-like proteins in antiviral defense.Science2006313687110.1126/science.112821416741077

[B63] Diaz-PendonJALiFLiW-XDingS-WSuppression of antiviral silencing by cucumber mosaic virus 2b protein in *Arabidopsis *is associated with drastically reduced accumulation of three classes of viral small interfering RNAs.Plant Cell2007192053206310.1105/tpc.106.04744917586651PMC1955711

[B64] Garcia-RuizHTakedaAChapmanEJSullivanCMFahlgrenNBrempelisKJCarringtonJC*Arabidopsis *RNA-dependent RNA polymerases and Dicer-like proteins in antiviral defense and small interfering RNA biogenesis during turnip mosaic virus infection.Plant Cell20102248149610.1105/tpc.109.07305620190077PMC2845422

[B65] WuLZhouHZhangQZhangJNiFLiuCQiYDNA methylation mediated by a MicroRNA pathway.Mol Cell20103846547510.1016/j.molcel.2010.03.00820381393

[B66] ZhengXZhuJKapoorAZhuJ-KRole of *Arabidopsis *AGO6 in siRNA accumulation, DNA methylation and transcriptional gene silencing.EMBO J2007261691170110.1038/sj.emboj.760160317332757PMC1829372

[B67] CarlileMSwanDJacksonKPreston-FayersKBallesterBFlicekPWernerAStrand selective generation of endo-siRNAs from the Na/phosphate transporter gene Slc34a1 in murine tissues.Nucleic Acids Res2009372274228210.1093/nar/gkp08819237395PMC2673434

[B68] CarlileMNalbantPPreston-FayersKMcHaffieGSWernerAProcessing of naturally occurring sense/antisense transcripts of the vertebrate Slc34a gene into short RNAs.Physiol Genomics2008349510010.1152/physiolgenomics.00004.200818413783

[B69] ZhouXSunkarRJinHZhuJ-KZhangWGenome-wide identification and analysis of small RNAs originated from natural antisense transcripts in Oryza sativa.Genome Res20091970781897130710.1101/gr.084806.108PMC2612963

[B70] WangXJGaasterlandTChuaNHGenome-wide prediction and identification of *cis*-natural antisense transcripts in *Arabidopsis thaliana*.Genome Biol20056R3010.1186/gb-2005-6-4-r3015833117PMC1088958

[B71] WernerABerdalANatural antisense transcripts: sound or silence?Physiol Genomics20052312513110.1152/physiolgenomics.00124.200516230481

[B72] QiYJHeXYWangXJKohanyOJurkaJHannonGJDistinct catalytic and non-catalytic roles of ARGONAUTE4 in RNA-directed DNA methylation.Nature20064431008101210.1038/nature0519816998468

[B73] HeYVogelsteinBVelculescuVEPapadopoulosNKinzlerKWThe antisense transcriptomes of human cells.Science20083221855185710.1126/science.116385319056939PMC2824178

[B74] SmalheiserNRLugliGThimmapuramJCookEHLarsonJEndogenous siRNAs and noncoding RNA-derived small RNAs are expressed in adult mouse hippocampus and are up-regulated in olfactory discrimination training.RNA20111716618110.1261/rna.212381121045079PMC3004058

[B75] Katiyar-AgarwalSJinHDiscovery of pathogen-regulated small RNAs in plants.Methods Enzymol20074272152271772048710.1016/S0076-6879(07)27012-0

[B76] ChellappanPJinHDiscovery of plant microRNAs and short-interfering RNAs by deep parallel sequencing.Methods Mol Biol200949512113210.1007/978-1-59745-477-3_1119085152

[B77] TAIR8 genome annotationhttp://www.Arabidopsis.org

[B78] *Arabidopsis *tRNA Databasehttp://lowelab.ucsc.edu/GtRNAdb/Athal

[B79] TIGR v2 *Arabidopsis *Repeat Databaseftp://ftp.plantbiology.msu.edu/pub/data/TIGR_Plant_Repeats

[B80] Repbasehttp://www.girinst.org/repbase/index.html

[B81] fRNAdbhttp://www.ncrna.org/frnadb/

[B82] BreitlingRArmengaudPAmtmannAHerzykPRank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments.Febs Lett2004573839210.1016/j.febslet.2004.07.05515327980

[B83] JefferyIBHigginsDGCulhaneACComparison and evaluation of methods for generating differentially expressed gene lists from microarray data.BMC Bioinformatics2006735910.1186/1471-2105-7-35916872483PMC1544358

How the deposited data were processed for this re-analysis (not part of the article)

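Small RNAs from shoots were sequenced in 3 libraries, 1 each for salt stress without treatment of the 5' ends (5'-phosphate-dependent), salt stress with removal and return of the 5' phosphate (5'-phosphate-independent) and cold stress. There were no replicates and no untreated library, so no test based on replicates was made. Libraries were compared by ratios of counts, whose intervals cover counting error only. The authors deposited, for each library, every distinct sequence with its count of reads, after adaptors had been removed and identical reads merged. These counts carry no normalization. The sequences were checked to be 17 to 31 nt long. The tool that removed the adaptors, any filter on base quality and any match to a genome made before deposition are not given in the sources used here. The table with the paper's own read numbers for the SRO5-P5CDH pair (Additional file 15) was not analysed here.

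Reads of 17 to 28 nt were matched with 0 mismatches to both strands of the nuclear and organelle sequences of TAIR10.1, with gene positions from the annotation of the same build. The paper used TAIR8, and no coordinate of the paper was used with this build. Genes were joined with the paper's lists by their identifiers. Read numbers are given as RPM, the number of reads per 1000000 genome-matched reads of the library. Reads matching rRNA, tRNA, snRNA or snoRNA genes or pseudogenes were removed before counting, with pseudogenes in place of the transposons that the paper removed, because the annotation has no class for transposon genes. The paper also removed reads of repeats, for which no set of sequences was used here. Reads of 10 protein-coding genes whose descriptions mention transposons were removed as well, although most of these genes are not transposons. They held 273, 216 and 438 reads removed for no other reason, and 1 pair was left out for such a gene alone. Keeping these reads leaves the number of analysed pairs at the cutoff at 51, 21 and 75. A read with several perfect matches was counted at each locus, and a read was counted in an overlapping region when it lay wholly within it. The other reads inside the span of a pair were counted in the rest of the pair, and a read with matches in both parts was counted once, in the overlapping region. Pairs of genes on opposite strands overlapping by more than 25 nt gave 4757 pairs, of which 4512 were kept after pairs with a gene of the classes that the paper left out had been set aside. The cutoff of 10 RPM in the overlapping region was applied to each library, whereas the paper's list gives sums over its libraries. Matching used numpy 2.4.6 and numba 0.67.0, intervals scipy 1.17.1, tables pandas 2.3.3 and figures matplotlib 3.10.9, under Python 3.11.15.

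The libraries held 19547356, 11606260 and 23258893 reads, and 17259979, 9871813 and 18109112 of them had the set length and a match to the genome, so that 1 read equals 0.0579, 0.101 and 0.0552 RPM, respectively. Intervals at 95% are exact Poisson intervals for counts, Clopper-Pearson intervals for shares and exact conditional binomial intervals for ratios of 2 counts. A count of 0 was given an upper limit of 3 counts. Intervals and limits cover counting error only, because the reads were amplified by PCR and carry no molecular identifiers.

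The mean density of reads in the overlapping regions was compared with that of the rest of the pairs, over pairs with at least 1 read, by a two-sided sign-flip permutation test with 100000 resamples within each library, where the paper used a one-tailed paired test. The mean density of convergent overlaps was compared with 10000 random sets of regions of the same sizes from 3' UTRs of protein-coding genes outside pairs, and that of divergent overlaps with sets from 5' UTRs. The p of these comparisons is the share of random sets at least as dense as the overlaps. For this share, 1 was added to the number of such sets and to the number of all sets. The p is therefore one-sided, and a low density gives a value near 1. Pairs are not replicates of a condition, and these tests describe 1 library each. The procedures were tested on simulated data. All 2000 simulated reads were found at their place and strand, 0 of 2000 reads with 1 changed base were found there, and 163 of 163 pairs had their planted counts. The sign-flip test gave a p under 0.05 in 6 of 100 simulated runs without a difference and in 100 of 100 runs with a 2-fold higher density. The simulated densities held no pairs as extreme as those of the data. There, the highest pair gave 32.0%, 21.6% and 27.7% of the summed overlap density. The rate of detection in these runs therefore does not carry over to the data. The lowest share of Poisson intervals holding the true mean was 95.9%, and 96.7% of the intervals of ratios held the true ratio.

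Alternatives covered the read length, reads with several matches, the removed classes, the denominator, the cutoff, the smallest overlap, reads touching the overlap, distinct sequences in place of reads, sequences read at least 2 times, the first transcript model in place of all isoforms, and the pair or overlap with the highest density left out. The genes and pairs named are SRO5 and P5CDH, every pair that the paper's text or figures name, the sequences complementary to the Northern blot probes of Additional file 7, in each library the 5 pairs with the most RPM in the overlapping region, and the 5 pairs outside the paper's list with the highest lowest RPM over the 3 libraries. The paper's supplementary values had been read before this rule was written. Of 21 named pairs, 19 overlap by more than 25 nt in the annotation used here. Libraries of the paper's own stress treatments, rice and mutants were not analysed here.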

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

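The tests of a nearby inverted repeat, of an rRNA unit and of a dispersed repeat were chosen after the 12 pairs had been seen, and the last of them after its value had been seen as well.

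Of 4512 annotated pairs, 12 pairs outside the paper's list reached 10 RPM in the overlapping region in each of the 3 libraries, a signal in pairs that the paper does not report. Of these pairs, 3 are convergent, 4 divergent and 5 enclosed. The highest values were those of AT3G00220-AT3G01845 (chromosome 3, 1967314 to 1967625), with 1890 RPM in the 5'-phosphate-dependent salt library, 410 RPM in the 5'-phosphate-independent salt library and 1850 RPM in the cold library. The neighboring pair AT3G00220-AT3G01835 (1966546 to 1966856) had 1665 RPM, 353 RPM and 1689 RPM, and AT4G08785-AT4G33300 (chromosome 4, 16054583 to 16056526) had 538 RPM, 98.1 RPM and 901 RPM, respectively. AT3G06435-AT3G06436 had 412 RPM, 87.6 RPM and 195 RPM, AT3G06325-AT3G41762 had 116 RPM, 86.5 RPM and 201 RPM, and AT2G09250-AT2G41310 had 80.9 RPM, 134 RPM and 109 RPM. AT5G22500-AT5G22505, named for its rank in the cold library, had 85.5 RPM, 22.6 RPM and 243 RPM.

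The tables argue against 1 abundant sequence per pair as the source, since 0 of the 12 pairs had 1 sequence over 50% of the overlap reads in the 5'-phosphate-dependent salt library. A candidate explanation for their absence from the paper's list is that its annotation did not hold the genes, since 11 of the 12 pairs have a gene without a TAIR identifier. The exception is AT3G26440-AT3G26450 (60.4 RPM, 12.0 RPM and 52.9 RPM), which was named after its values had been seen. The paper also removed reads of repeats, which were kept here. That filter could have left out pairs of this group as well, and it was not tested. Reads shared with other loci cannot be told apart from reads of the pairs themselves for the group of 12, because 6 pairs stayed past the cutoff in each library with only sequences of 1 genomic match, a number between the limits set for either reading.

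At AT3G00220-AT3G01845 and AT3G00220-AT3G01835 reads with 1 genomic match lay nearly all on the - strand in the 5'-phosphate-dependent salt library, with 19 reads on the + strand against 10031 (0.189%) and 17 against 5892 (0.288%). With reads of several matches included, 28.4% and 46.4% of the matches were on the + strand, but 22519 of these reads match the other overlap on the opposite strand, so that their strand of origin is not known. A candidate explanation is an inverted repeat transcribed from one strand. Of 585 words of 20 nt in the overlaps, 395 (67.5%) have their reverse complement within 20 kb, from 1966487 to 1966858 for the first overlap and from 1967316 to 1967686 for the other, so that each overlap is paired with the neighborhood of its partner. At AT3G06325-AT3G41762 (chromosome 3, 14196558 to 14196865), reads may come from an rRNA transcription unit, since the rRNA gene AT3G41768 lies 812 nt away on the + strand, which also held 88.2%, 97.4% and 86.9% of the overlap reads. With only sequences of 1 genomic match, its values were 1.16 RPM, 0.101 RPM and 1.10 RPM. At AT4G08785-AT4G33300, reads may come from a dispersed repeat that the annotation does not class as a transposon, since its 9294 reads in the 5'-phosphate-dependent salt library had a median of 32 perfect genomic matches (1 to 45). With only sequences of 1 genomic match, it had 5.27 RPM, 1.62 RPM and 7.95 RPM. By contrast, AT2G09250-AT2G41310 stayed at 72.5 RPM, 122 RPM and 105 RPM under this limit. Of its overlap reads, however, 97.6%, 99.8% and 96.4% lay on the + strand, and 11.3%, 5.05% and 8.85% were of 24 nt. Fragments of 1 transcript therefore remain open as their source and were not tested. AT3G00220-AT3G01845 fell to 582 RPM, 99.1 RPM and 213 RPM with only sequences of 1 genomic match. AT3G00220-AT3G01835 fell to 342 RPM, 40.2 RPM and 45.3 RPM. With 1 library per preparation and treatment and no untreated library, no biological explanation was tested.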

How the results depend on the processing

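The alternatives were set before the data were examined, except for 6 kinds chosen after the values had been seen: sums over the 3 libraries, pairs whose genes both carry a TAIR identifier, the pairs of the paper's list alone, sense reads per nt of exon, the 10 pairs with the highest density left out, and the densest region left out of the overlaps and of each random set of UTR regions. Values are given in the order 5'-phosphate-dependent salt, 5'-phosphate-independent salt and cold library.

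For the SRO5-P5CDH pair, 26 alternative values of the RPM in the overlapping region, 25 density ratios, 24 strand shares and 48 shares of the size classes stayed within the counting interval of the reported value. Counting each distinct sequence once gave 3.49, 23.8 and 1.55 sequences per 1000000 distinct sequences, the only setting that put a library past 10. With sequences read at least 2 times, the overlapping region held 0.116, 0 and 0 RPM, the density ratio of the 5'-phosphate-independent library was 0, and in the 5'-phosphate-dependent library 100% of 2 reads lay on the SRO5 strand, with 0% of 20 to 22 nt and 100% of 23 to 28 nt. This setting leaves few reads by its construction. It gave no strand share and no size classes for the 5'-phosphate-independent and cold libraries and no density ratio for the cold library. Per 1000000 reads left after the removal of rRNA, tRNA, snRNA, snoRNA and pseudogene reads, the 5'-phosphate-independent library had 3.47 RPM, because the denominator is smaller. Sense reads per nt of exon reversed the density ratio to 0.375, 0.916 and 0.600. This measure leaves out introns and counts the exons of both genes in the overlapping region (1716 nt in place of 905 nt), and the share of each change was not tested. The sum over the 3 libraries was 3.31 RPM.

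For the number of pairs at the cutoff (51, 21 and 75), 28 alternative counts were within 1.5 times the reported count, and for the pairs of the paper's list (2, 1 and 4) 20 were. With only sequences of 1 genomic match, 31 pairs and 41 pairs reached the cutoff in the 5'-phosphate-dependent and cold libraries, and 1 and 2 listed pairs. Dividing each read by its number of matches left 1 listed pair in the 5'-phosphate-dependent library, the first transcript model left 1, and keeping the removed read classes gave 5. Counting each distinct sequence once gave 165, 243 and 146 pairs and 29, 37 and 16 listed pairs. Sequences read at least 2 times gave 32 and 11 pairs in the salt libraries and 0, 0 and 1 listed pairs. With the denominator left after removal, 35 pairs reached the cutoff in the 5'-phosphate-independent library, and 4 and 2 listed pairs in the salt libraries. A cutoff of 5 RPM gave 101, 45 and 116 pairs and 12, 3 and 8 listed pairs, and a cutoff of 20 RPM gave 30, 10 and 46 pairs and 0, 0 and 1 listed pairs, as a lower or higher cutoff must. Pairs whose genes both carry a TAIR identifier numbered 11, 5 and 17, a subset by construction. On the sum of the libraries, 127 pairs and 15 listed pairs reached 10 RPM. Where the construction does not show it, the cause was not tested.

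For the density in the overlapping regions over all pairs (ratios 0.939, 0.902 and 1.23, permutation p = 0.813, 0.626 and 0.541), 29 alternative ratios kept their direction and their side of 0.05. In the 5'-phosphate-dependent library the direction reversed with only sequences of 1 genomic match (1.21), with reads divided by their matches (1.05) and with reads touching the overlap by at least 1 nt (1.30). The last also reversed the 5'-phosphate-independent library (1.23). Counting each distinct sequence once gave 0.840 in the 5'-phosphate-dependent library (permutation p = 0.0386) and reversed the cold library to 0.954. Without the pair with the highest overlap density, the cold library reversed to 0.974, a setting that lowers the overlapping regions by construction. Without the 10 pairs with the highest density in either part, the ratios were 0.581, 0.688 and 0.714 (permutation p = 1e-05, 1e-05 and 0.00642), which reversed the cold library. With reads touching the overlap by at least 1 nt, the same exclusion gave 0.806, 0.931 and 0.934 (permutation p = 0.0722, 0.372 and 0.598), so that the lower density without these pairs depends on the rule that a read lies wholly within the overlap. With pairs whose genes both carry a TAIR identifier, the 5'-phosphate-independent library had 0.620 (permutation p = 1e-05, the smallest that the resamples can give) and the cold library reversed to 0.577 (permutation p = 0.00921). With the paper's listed pairs alone the ratios were 1.00 (permutation p = 0.993, no direction), 1.62 and 0.740, the last pair of values opposite in direction to all pairs. The cause was not tested.

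For convergent overlaps against 3' UTRs (ratios 1.52, 1.06 and 1.10, permutation p = 0.0453, 0.372 and 0.357), only sequences of 1 genomic match gave 1.38 (permutation p = 0.151), 0.886 and 0.958, and leaving out the overlap with the highest density gave 0.570, 0.606 and 0.459. For divergent overlaps against 5' UTRs (ratios 5.01, 3.75 and 3.65, permutation p = 0.0002, 0.0007 and 0.0176), sequences of 1 genomic match kept the 2 salt libraries past 0.05 and gave 1.89 in the cold library (permutation p = 0.110), and leaving out the overlap with the highest density gave 1.27, 1.30 and 0.854. The p of these comparisons is one-sided and counts random sets at least as dense as the overlaps. In that direction, no ratio was past 0.05 without that overlap. This setting leaves the densest region in the random sets and so lowers the ratios by construction. With the densest region left out of the overlaps and of each random set, the ratios were 0.655, 0.679 and 0.533 for convergent overlaps (permutation p = 0.979, 0.998 and 0.997) and 1.66, 1.70 and 1.21 for divergent overlaps (permutation p = 0.0741, 0.0607 and 0.317). The convergent overlaps then had 29.8, 8.24 and 35.9 reads per kb, below the middle 95% of random sets in each library (from 30.2, 9.23 and 43.0 reads per kb). The cause of the change with sequences of 1 genomic match was not tested.

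The share of 24-nt reads (36.7%, 12.1% and 49.0%) moved to 56.6%, 34.6% and 57.0% with distinct sequences in place of reads and to 40.8%, 12.6% and 52.8% with the removed read classes left out. The cause was not tested. With 1 library per condition, depth limits the comparison of the SRO5-P5CDH pair, whose overlapping region held 13, 22 and 6 reads.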

Differences from the paper's values

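The number of gene pairs overlapping by more than 25 nt was 4757 in the annotation used here, whereas the paper's value is 1439. Of these, 2249 were convergent (the paper's value is 1126), 674 divergent (the paper's value is 142) and 1834 enclosed (the paper's value is 171). The alternatives set before the data were examined were the first transcript model of each gene and a minimum overlap of 100 nt. With the first transcript model, there were 4294 pairs, 1992 convergent, 574 divergent and 1728 enclosed, and each of these numbers still differed from the paper's. With overlaps of more than 100 nt, the 1261 convergent pairs were within 1.5 times the paper's number, whereas the 3512 pairs in all, the 522 divergent pairs and the 1729 enclosed pairs still differed. Keeping only pairs whose genes both carry a TAIR identifier, an alternative chosen after seeing the values, gave 2708 pairs, 1997 convergent, 317 divergent and 394 enclosed, and did not bring any of the 4 numbers within 1.5 times the paper's.

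The paper treats At4g34070 and At4g34071 as an overlapping pair, and KPL and ARI14 as another. In the annotation used here, neither pair overlaps by more than 25 nt on opposite strands, and no reads were counted for them.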

Other observations

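The tests of the length of the SRO5-P5CDH reads against other genes, of reads in proportion to exon length, of the SRO5 strand in the salt and cold libraries, of a few abundant sequences and of a few pairs with very high counts were chosen after the result was seen, as were the densities of the listed pairs alone and the sums over the libraries.

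The reads on the SRO5-P5CDH pair may be fragments of the SRO5 and P5CDH mRNAs in part or in whole. In the parts of the pair that 1 gene covers alone, 1.87% of reads (2 of 107, Clopper-Pearson interval 0.227% to 6.59%) were antisense to the gene. Both antisense reads lay in introns of P5CDH, and 0 of the 103 reads in exons were antisense. By library, the antisense share was 3.70% (0.452% to 12.7%), 0% (up to 9.25%) and 0% (up to 21.8%) in the 5'-phosphate-dependent salt, 5'-phosphate-independent salt and cold library. Among the exon reads of other protein-coding genes, 33.7%, 7.32% and 34.6% were antisense, so that the 5'-phosphate-independent library is not set apart from other genes by this share. The length of the reads argues against fragments with the profile of all sense exon reads. In the 5'-phosphate-dependent library, 68.7% of the reads on the pair (56.2% to 79.4%) were of 21 to 24 nt, against 84.7% of the sense exon reads of other genes, a difference of -16.1 percentage points. The shares were 75.0% against 57.6% in the 5'-phosphate-independent library and 28.6% against 74.5% in the cold library, differences of 17.4 and -45.9 percentage points. Among 1671 genes with 20 to 100 sense reads and at most 5% antisense reads, however, the pair lay at percentile 52.1 in this library, and at percentiles 86.9 of 2153 and 68.5 of 958 such genes in the 5'-phosphate-independent and cold libraries. The higher density in the overlapping region of the 5'-phosphate-independent library may follow from the exon length of the 2 mRNAs, since the ratio of sense reads per nt of exon was 0.916, with an interval of 0.514 to 1.60. Over the 3 libraries together, this ratio was 0.597 (0.405 to 0.865). Fragments and siRNAs of one strand can give the same counts, and siRNAs made from a part of the reads remain open. No biological explanation was tested for this pattern.

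The SRO5 strand of the SRO5 gene held 37 reads in the 5'-phosphate-dependent salt library and 3 reads in the cold library, a ratio of 12.9 in RPM (exact conditional interval 4.10 to 65.6). The tables argue against a general difference between these libraries in sense reads of mRNAs as the source, since the median ratio of 5284 protein-coding genes with at least as many sense reads was 1.09. The spread of this ratio from gene to gene is a candidate explanation, since SRO5 lay at percentile 97.4 of these genes, just within the middle 95% (0.193 to 11.4 for a ratio computed with 0.5 added to each count, under which SRO5 has 11.2). Such a place near the edge leaves a difference at SRO5 itself open. Genotype, age, batch or treatment cannot be told apart as sources, because the salt and cold plants differed in treatment, age and genotype together. There was 1 library per preparation and treatment.

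The most frequent length in the 5'-phosphate-independent salt library was 21 nt, against 24 nt in the other libraries. The tables argue against fragments of the annotated rRNA, tRNA, snRNA, snoRNA genes and pseudogenes as the source, since the most frequent length was still 21 nt with these reads removed. Reads from parts of rRNA units outside the annotated genes, as may be the case at AT3G06325-AT3G41762, were not removed and remain open. The tables also argue against a few abundant sequences, since the most frequent length was still 21 nt without the 100 most-read sequences, which held 20.3% of the reads. Without the 1000 most-read sequences, which held 50.5%, it was 24 nt (17.4% of reads, against 16.0% of 21 nt), so that the maximum at 21 nt rests on a larger number of abundant sequences. The other 5' ends that this preparation admits remain open and were not tested.

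Over all pairs with reads, the mean density in the overlapping regions and in the rest of the pairs did not differ past 0.05 in any library (permutation p = 0.813, 0.626 and 0.541). This does not exclude a difference, because a few very dense pairs carry much of the means. With reads touching the overlap, a ratio of 1.63 in the cold library gave permutation p = 0.194. The density was higher in the overlapping region in 29.7%, 29.0% and 29.7% of pairs. This share cannot show depletion, because overlaps are short (median 243.5 nt against 2991 nt). At equal density, a pair with few reads often has 0 reads wholly within its overlap. A few pairs with very high counts are a candidate explanation for the level of the mean densities, since the 10 highest pairs gave 76.7%, 61.0% and 70.8% of the summed overlap density and the median overlap held 0 reads. The 2 highest pairs alone gave 60.3%, 40.3% and 53.0%. These pairs, AT3G00220-AT3G01845 and AT3G00220-AT3G01835, share 22519, 3058 and 29636 reads, which were counted at both. With only sequences of 1 genomic match, the highest pair of each library gave 26.6%, 13.6% and 10.3%, against 32.0%, 21.6% and 27.7% with all reads. For the direction of the difference, a few such pairs cannot be told apart from a general pattern. Without the 10 pairs with the highest density in either part, the cold library reversed to a ratio of 0.714, whereas the salt libraries kept their direction, and the result depended on how reads at the edge of the overlap were counted. Among the pairs of the paper's list, which were selected for reads in the overlapping region in the paper's own libraries, 69.2%, 75.0% and 71.8% had a higher density in the overlapping region, with medians of 20.0 against 5.52, 7.04 against 1.83 and 11.7 against 3.10 reads per kb. The permutation p of the difference in their means was 0.993, 0.0487 and 0.468.

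Of the 84 pairs listed by the paper, 78 overlap by more than 25 nt here. At least 10 RPM in the overlapping region was reached by 2, 1 and 4 of them in the 5'-phosphate-dependent salt, 5'-phosphate-independent salt and cold library, 5 in at least 1 library and 0 in every library. Their median was 1.56, 0.912 and 1.10 RPM, against 0 for pairs outside the list. On the sum of the libraries, 15 listed pairs reached 10 RPM. Among the pairs that the paper names, At2g41590-At2g41600 had 12.2, 2.13 and 13.1 RPM, and ATGB2 and its partner (At4g35850-At4g35860) had 2, 0 and 1 reads in the overlapping region. Of the sequences complementary to the Northern blot probes of Additional file 7, that of nat-lsiRNA4g34070 (23 nt) was read 0, 2 and 10 times and has 2 perfect matches in the genome. Reads of at most 28 nt do not cover the 30-nt RNA that the paper describes. The sequences complementary to the other probes had 0 exact reads in each library. A probe can differ in length from its siRNA, so a count of 0 does not show that the siRNA was not read. Reads sharing at least 17 nt with nat-siRNA2g41590 numbered 12, 0 and 6, and those sharing as much with nat-siRNA1g51400 numbered 4, 2 and 0. For nat-siRNA1g17745 they numbered 1, 0 and 0.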
